# *Drosophila melanogaster* retrotransposon and inverted repeat-derived endogenous siRNAs are differentially processed in distinct cellular locations

**DOI:** 10.1186/s12864-017-3692-8

**Published:** 2017-04-17

**Authors:** Andrew W. Harrington, Michael R. McKain, Daniel Michalski, Kaylyn M. Bauer, Joshua M. Daugherty, Mindy Steiniger

**Keywords:** Dicer2, mRNA 3’ end processing, Endogenous small interfering RNA biogenesis, Core cleavage complex, Symplekin, CPSF73

## Abstract

**Background:**

Endogenous small interfering (esi)RNAs repress mRNA levels and retrotransposon mobility in Drosophila somatic cells by poorly understood mechanisms. 21 nucleotide esiRNAs are primarily generated from retrotransposons and two inverted repeat (hairpin) loci in Drosophila culture cells in a Dicer2 dependent manner. Additionally, proteins involved in 3’ end processing, such as Symplekin, CPSF73 and CPSR100, have been recently implicated in the esiRNA pathway.

**Results:**

Here we present evidence of overlap between two essential RNA metabolic pathways: esiRNA biogenesis and mRNA 3' end processing. We have identified a nucleus-specific interaction between the essential esiRNA cleavage enzyme Dicer2 (Dcr2) and Symplekin, a component of the core cleavage complex (CCC) required for 3' end processing of all eukaryotic mRNAs. This interaction is mediated by the N-terminal 271 amino acids of Symplekin; CCC factors CPSF73 and CPSF100 do not contact Dcr2. While Dcr2 binds the CCC, Dcr2 knockdown does not affect mRNA 3' end formation. RNAi-depletion of CCC components Symplekin and CPSF73 causes perturbations in esiRNA abundance that correlate with fluctuations in retrotransposon and hairpin esiRNA precursor levels. We also discovered that esiRNAs generated from retrotransposons and hairpins have distinct physical characteristics including a higher predominance of 22 nucleotide hairpin-derived esiRNAs and differences in 3' and 5' base preference. Additionally, retrotransposon precursors and derived esiRNAs are highly enriched in the nucleus while hairpins and hairpin derived esiRNAs are predominantly cytoplasmic similar to canonical mRNAs. RNAi-depletion of either CPSF73 or Symplekin results in nuclear retention of both hairpin and retrotransposon precursors suggesting that polyadenylation indirectly affects cellular localization of Dcr2 substrates.

**Conclusions:**

Together, these observations support a novel mechanism in which differences in localization of esiRNA precursors impacts esiRNA biogenesis. Hairpin-derived esiRNAs are generated in the cytoplasm independent of Dcr2-Symplekin interactions, while retrotransposons are processed in the nucleus.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3692-8) contains supplementary material, which is available to authorized users.

## Background

In *Drosophila,* independent groups of small RNAs with overlapping function regulate gene expression using transcriptional and post-transcriptional mechanisms. PIWI-interacting RNAs (piRNAs) are found, most notably, in the germ line where they inhibit transposon (Tn) expression by inducing heterochromatin formation at complementary genomic Tn insertion sites [1–8]. Micro RNAs (miRNAs) and endogenous small interfering RNAs (esiRNAs) are expressed ubiquitously; however miRNAs frequently inhibit translation of protein coding genes [9], while esiRNAs are suggested to inhibit Tn mobility in *Drosophila* somatic cells [4–6] and potentially target mRNAs for degradation using a cytoplasmic RNAi mechanism [10, 11]. While PIWI mediated Tn repression in germ cells and translational inhibition by miRNAs have been actively investigated, the molecular details of how esiRNAs regulate their targets have not been described.

Twenty-one nucleotide (nt) esiRNAs are generated from double stranded (ds) precursor RNAs by Dicer-2 (Dcr2) and function through association with Argonaute-2 (Ago2) in *Drosophila* somatic cells [11–16]. esiRNAs produced in *Drosophila* tissues derive generally from *cis*-natural antisense transcripts (*cis*-NATs), inverted repeat containing single stranded RNAs (hairpins (hps)), and retroTns [11, 12, 14, 15]. In contrast, *Drosophila* culture cells generate esiRNAs predominantly from long terminal repeat (LTR) retrotransposons (retroTns) and hps; few *cis*-NAT derived esiRNAs are observed in S2 cell derived datasets [12, 13, 17]. Multi-copy LTR and non-LTR retroTns generate esiRNAs that map the entire length of these retroTns. In contrast, hp-derived esiRNAs arise from two loci, defined Esi1 and Esi2, within *Drosophila* annotated transcripts CR18854 and CG47744, respectively. 

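The deposited files use Release 5 of the genome (dm3) and list CR18854 and CG44774 under the earlier names CG18854 and CG4068. CG18854 lies on the minus strand of chromosome 2L, and its transcript with the most reads (CG18854.a) runs from 9787279 to 9790745, with 6 exons of 2579 nt in all. Its exon 6 (9787279 to 9788370) overlaps exon 4 of IP3K1 (9787352 to 9788499), which is on the plus strand. CG4068 lies on the minus strand of chromosome X, and several transcripts of it are listed. The Esi2 results here use a pair of them that lie side by side without overlap. The transcript CG4068-LP04693 runs from 4815710 to 4819176, with 4 exons of 2336 nt in all, and CG4068.k runs from 4819211 to 4826806, with 4 exons of 4965 nt in all. In the 3 libraries of untreated cells together, 9333 small RNA counts fell on CG4068-LP04693, all of them of reads that map to more than 1 place. Counted by exon, there were 2332 in exon 1, 1167 in exon 2, 1167 in exon 3 and 4668 in exon 4. On CG4068.k, exon 4 (4819211 to 4822165) had 5615 of the 5625 small RNA counts. A read that maps to several copies of a repeat is counted at each copy in these files, so these counts exceed the number of reads. CG6903 is on the opposite strand, and its transcript CG6903-RA runs from 4812759 to 4815963, while a longer one (CG6903.c) reaches 4819289 and so covers all of CG4068-LP04693.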

Esi1 and Esi2 contain multiple inverted repeats, allowing formation of complex dsRNA secondary structures. These loci produce multiple esiRNAs, the most predominant termed Esi1.2 and Esi2.1. Differences between retroTn and hp-derived esiRNA biogenesis have not been previously investigated.

*Drosophila* LTR and non-LTR retroTns are transcribed in both the sense (S) and antisense (AS) directions from RNA polymerase II-like promoters [17]. S retroTn transcripts are generally polyadenylated while AS transcripts are less likely to contain a poly(A) tail [17]. Because retroTns are polyadenylated, the 3’ ends of potential esiRNA precursors are processed by the core cleavage complex (CCC) containing CPSF73, CPSF100 and Symplekin, [18–20] since this complex cleaves all eukaryotic mRNAs. Potential connections between mRNA 3’ end processing and esiRNA biogenesis are intriguing and have not been previously described.

esiRNAs regulate Tns and additional targets via multiple pathways: A canonical cytoplasmic post-transcriptional RNAi pathway in which esiRNAs hybridize to target mRNAs resulting in translational repression, and/or transcriptional regulation by induction of heterochromatin in the nucleus. mRNA targets of hp derived esiRNAs have been identified [11] and transcript levels of these targets are elevated in *Dcr2* mutant flies, [10] supporting the post-transcriptional model. Evidence is mounting that Tn derived esiRNAs also mediate heterochromatin formation in *Drosophila* nuclei [1, 5–7]. *Dcr2* catalytic mutants regulate position effect variegation [6, 7], a measure of heterochromatin formation [21, 22]. Additionally, Dcr2 promotes transcription of heat shock genes [23] and has been observed in the nuclei of *Drosophila* larvae [24]. These data are consistent with a nuclear pool of Dcr2 that could contribute to transcriptional regulation by induction of heterochromatin in addition to cytoplasmic Dcr2 acting in the RNAi pathway.

To define connections between differential retroTn and hp-derived esiRNA processing and cellular location, and to investigate the potential link between mRNA 3’ end cleavage and esiRNA biogenesis, interactions between CCC components and Dcr2 were characterized and esiRNAs in control and RNAi-depleted *Drosophila* tissue culture cells were analyzed. These experiments revealed that Dcr2 and the CCC interact, but only in the nucleus, and that the CCC indirectly regulates esiRNA biogenesis by modulating dsRNA precursor levels. Additionally, retroTn- and hp-derived esiRNAs are physically distinct and occupy different subcellular compartments. RetroTn-derived esiRNAs and their precursors are retained in the nucleus while hp-derived esiRNAs and their precursors are exported to the cytoplasm. Collectively, these data support a model in which esiRNAs regulate gene expression and retroTn mobility via diverse compartmentalized mechanisms.

## Methods

### Stable expression of Symplekin mutants, RNAi

Creation of Dmel-2 stable cell lines expressing full-length, N- and C-terminal Symplekin mutants was performed as described [20]. RNAi was performed as described [17].

### Crude nuclear and refined nuclear/cytoplasmic extracts

Crude nuclear extracts were prepared as described [18]. Refined nuclear and cytoplasmic fractions were prepared as described [18, 25] with the following modifications. 500 x 10^6^ cells were collected, washed 2X with cold PBS, re-suspended in 5X the cell pellet volume of hypotonic buffer (10 mM HEPES/KOH, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT) and incubated on ice for 30 min. Cells were lysed with a 15 mL tight glass dounce tissue homogenizer 20X. Lysate was spun at 17 K x g at 4 °C for 10 min to pellet crude nuclei. Supernatant was removed, spun again to remove any residual debris, snap frozen in Liquid N_2_ and saved as the refined cytoplasmic fraction. The crude nuclear pellet was resuspended in 2 mL S1 buffer (20 mM HEPES/KOH, pH 7.9, 0.88 M sucrose, 5 mM MgCl_2_, 0.5 mM DTT) layered on top of 15 mL S2 buffer (20 mM HEPES/KOH, pH 7.9, 2 M sucrose, 5 mM MgCl_2_, 0.5 mM DTT) and spun at 18.5 K x g for 30 min at 4 °C to pellet nuclei. Buffers S1 and S2 were removed. The refined nuclear pellet was resuspended in 500 μL of cold PBS and spun for 5 min at 18.5 K x g at 4 °C to repellet the nuclei. For IPs and western blots, the refined nuclear pellet was lysed in a high salt buffer as described [18]. Both refined nuclear lysate and refined cytoplasmic lysate were dialyzed overnight in Buffer D (20 mM HEPES/KOH, pH 7.9, 20% glycerol, 100 mM KCl, 0.2 mM EDTA, 0.5 mM DTT). For RT-qPCR, RNA was extracted using 1 mL (nuclear pellet) or three volumes (cytoplasmic lysate) Trizol reagent (Ambion).

### Immunoprecipitation, western blotting, S1 nuclease assay

Immunoprecipitation of HA-tagged proteins was performed as described [20]. Immunoprecipitation of endogenous proteins was performed as described [18] using 100 μg of crude nuclear or 175 μg refined cytoplasmic or nuclear extracts. S1 nuclease protection assay was performed as described [20]. Monoclonal and polyclonal HA antibodies (Cat#s MMS-101R and PRB-101C, respectively, Covance) were used for both IP (3 μL) and WB (1:1000). Anti-CPSF73, anti-Symplekin, and anti-CPSF100 antibodies (1:1000) were described previously [18, 26]. Commercial anti-Dcr-2 (Abcam ab4732), anti-Actin (Abcam ab8227), anti-H3 (Cell Signaling 4499), and anti-MEK1/2 (Cell Signaling 8727) were used at manufacturer recommended concentrations. The anti-R2D2 antibody was a generous gift from the Siomi lab [27].

### RT-qPCR from nuclear and cytoplasmic fractions

Nuclear/cytoplasmic enrichment analysis of precursors and esiRNAs by RT-qPCR used Trizol prepped total RNA from the refined fractionation. All samples were column cleaned using the Qiagen miRNeasy Mini Kit (217004) and DNAse treated (Ambion Turbo DNAse # AM 1907) prior to RT. Equal cellular volumes were used in the RT step. RT-qPCR of precursors utilized iScript Reverse Transcription Supermix and SsoAdvanced Universal SYBR Green (Biorad #170884, #1725271, respectively). siRNA RT-qPCR was performed using Taqman Micro RNA RT Kit and Taqman Universal Master Mix (AB #4366596, #4440040, respectively.) Custom small RNA assay numbers and PCR primers are listed in Additional file 1. All qPCR experiments were performed in triplicate.

### Immunofluorescence

Immunofluorescence was performed essentially as described [28]. Nuclei were stained with DAPI. Anti-Symplekin [18] was used at 1:500 and anti-Dcr-2 [29] was used at 1:200. Secondary antibodies were used at 1:1000. Images were obtained on a Zeiss LSM 700, maintaining equal laser strength, gain and 1 AU. The images were processed with ImageJ.

### rRNA depletion, library preparation and high-throughput sequencing

rRNA depletion, library preparation and next generation sequencing RNA-seq/small RNA-seq was performed as described [17]. smRNA libraries were constructed from biological duplicates. One biological siRNA-seq and the RNA-seq were performed in technical triplicate.

### HTS analysis

siRNAs were analyzed using a newly developed pipeline called SMACR (*S*equence *M*apping, *A*nnotation, and *C*ounting for sm*R*NAs; https://github.com/mrmckain/SMACR). Raw reads were first trimmed using Trimmomatic v.0.33 [30], with parameters optimized for siRNA data: Adapter trimming using TruSeq3-SE adapters, seed mismatch of 1, palindrome clip threshold of 20, and simple clip threshold of 7; a quality sliding window of 3 basepairs (bp) with a minimal average score of 20; and a minimum length of 19. Trimmed reads were then filtered to remove any longer than 30 bp. Relative abundances were then calculated for all unique trimmed reads. Unique is a read that is different from all others. The unique reads were then mapped to the *Drosophila melanogaster* genome (Dmel v.6.01; [31]) using bowtie v.1.1.1 [32] allowing for either 0 or 1 mismatches. The mapping and read abundance information were then merged, estimating reads per million (rpm) for each mapped unique sequence. SMACR can simultaneously read in multiple experimental datasets, including replicates, and maintains each dataset as uniquely identified to the particular experiment and replicate. Annotation coordinates from Dmel v.6.01 for miRNAs, noncoding RNAs, transposons, and two hairpin structures were used to link mapped siRNAs to annotation features. If a siRNA was found to map to more than one feature type, it was disregarded. Abundance (normalized read counts) of siRNAs mapping to a particular feature were totaled and percentages of siRNAs mapping to each feature were calculated for each replicate. 5’ and 3’ nucleotide abundance, siRNA abundance, and relative phasing to the core siRNA for a given mapping site were then analyzed in the final set of siRNAs. Averages include technical triplicates and the biological replicate and standard deviations reflect the standard error of the mean for all four samples. RNA-seq reads from Symplekin and CPSF73 depleted samples were strand specifically mapped using the RNA-seq Unified Mapper (RUM) [33] and visualized with the University of California Santa Cruz (UCSC) genome browser (http://genome.ucsc.edu, Dm6 assembly, August 2014) [31, 34]. Further analyses were performed as in [17].

### Poly(A)+/- analysis

Poly(A)+/- analysis and calculations were performed as in [17].

## Results

### mRNA 3’ end processing factor Symplekin interacts with Dcr2

To identify potential novel CCC binding partners, we immunoprecipitated endogenous Symplekin from crude *Drosophila* culture cell nuclear extracts and identified co-immunoprecipitating proteins by mass spectrometry (Additional file 2). The most abundant Symplekin interacting proteins in this assay were known CCC components CPSF73 and CPSF100 and additional mRNA 3’ end processing proteins CPSF160, WDR33 (CG1109), [35, 36] CPSF6 (CG7185), and CstF77 [37]. Surprisingly, Dcr2 and Hsc70, proteins known to act in siRNA biogenesis [16, 38] also interacted with Symplekin (Additional file 2). To confirm this interaction, we performed the reverse immunoprecipitation. Dcr2 co-immunoprecipitated Symplekin and additional CCC factor components, CPSF73 and CPSF100, and R2D2, a known Dcr2 binding partner [39] (Fig. 1a). Additionally, endogenous Dcr2 co-immunoprecipitated with HA-tagged Symplekin (Fig. 1b), CPSF73 and CPSF100 (Fig. 1c) stably expressed in Dmel-2 cells. When endogenous Dcr2 was immunoprecipitated from these cells, HA-CPSF73 and HA-CPSF100 co-immunoprecipitated indicating that Dcr2 interacts with the CCC (Fig. 1c).

**Fig. 1:**
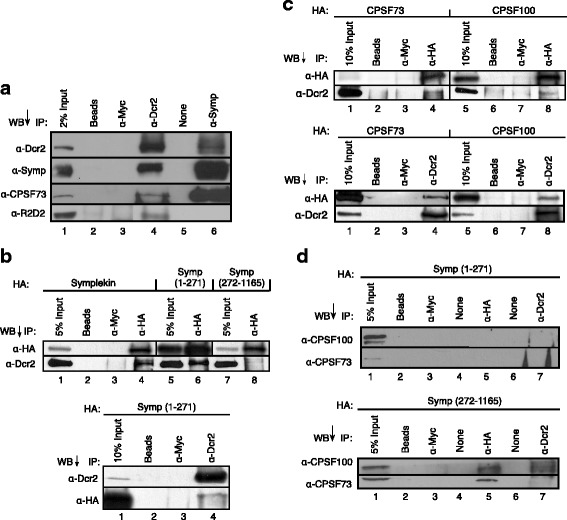
Dcr2 interacts with the N-terminal region of Symplekin **a** Dcr2 co-immunoprecipitates (co-IP) with the core cleavage complex (CCC) and R2D2 in *Drosophila* culture cell crude nuclear extract. Antibodies used for immunoprecipitation (IP) are shown above. Antibodies used for western blot (WB) are listed to the left. ‘Beads’ and ‘α-Myc’ are negative controls. No sample was loaded in lanes labeled ‘None.’ **b** Dcr2 binds Symplekin amino acids 1-271 and not amino acids 272-1165. Exogenously expressed HA-tagged Symplekin deletions are defined above the blots. Other labels are as in **a**. WB of full length Symplekin and Symplekin mutant IPs are the top figure while co-IP of Symp(1-271) with Dcr2 is shown in the bottom WB. **c** Dcr2 binds exogenously expressed CCC components CPSF73 and CPSF100. HA-tagged, full-length CPSF73 and CPSF100 were IPed from *Drosophila* culture cells stably expressing these proteins. Dcr2 co-IPs with both CPSF73 and CPSF100 was identified by western blot (top). Other labels are as in **a**. Dcr2 was IPed from these cells. Co-IP of HA-CPSF73 and HA-CPSF100 was identified by western blot (bottom). Controls are as in **a. d** CCC components CPSF100 and CPSF73 do not interact with Dcr2 in the absence of full length Symplekin. WB of Symp(1-271) IP (top) and WB of Symp (272-1165) IP (bottom) from Symplekin RNAi-depleted samples are shown. WB are labeled as in **a**

To determine which region of Symplekin interacts with Dcr2, we immunoprecipitated stably expressed HA-tagged Symplekin deletions from *Drosophila* culture cell lysates. The N-terminal region of Symplekin (amino acids 1-271) clearly interacts with endogenous Dcr2 while the C-terminal region (amino acids 272-1165) does not (Fig. 1b). Reciprocal immunoprecipitation of endogenous Dcr2 reveals co-immunoprecipitation of HA-tagged Symp (1-271) (Fig. 1b).

To further investigate Dcr2-CCC interactions, we used a system in which N- and C-terminal Symplekin mutants are expressed in endogenous Symplekin RNAi-depleted cells. CCC formation is mediated by the C-termini of Symplekin, CPSF73 and CPSF100 [20]. Therefore, exogenous HA-Symp (1-271) does not precipitate endogenous CPSF73 or CPSF100 when full-length endogenous Symplekin is knocked down (Fig. 1d). Unlike the interactions observed with full-length Symplekin, Dcr2 does not immunoprecipitate CPSF73 and CPSF100 under conditions when only HA-Symp (1-271) is present (Fig. 1d). Additionally, while CCCs are formed in cells expressing HA-Symp (272-1165), very little CPSF73 and CPSF100 interact with Dcr2 in these cells (Fig. 1d). These data suggest that the Symplekin N-terminal region interacts with Dcr2 while CPSF73 and CPSF100 are present in this complex via interaction with the C-terminal region of Symplekin [20].

### The Dcr2-CCC complex is functionally distinct from the CCC

CPSF73, CPSF100 and Symplekin tightly interact in the absence of RNA to form the CCC [18]. Dcr2 and Symplekin also interact in the absence of RNA (Andrew Harrington, data not shown). When one member of the CCC is depleted, levels of the other factors are dramatically reduced [18]. To determine if Dcr2 is a bona fide CCC component, we investigated Symplekin and CPSF73 levels in a Dcr2 knockdown. When Dcr2 is depleted, Symplekin and CPSF73 levels are unchanged (Fig. 2a). Dcr2 levels remain constant when CPSF73 or Symplekin are knocked down (Fig. 2a).

**Fig. 2:**
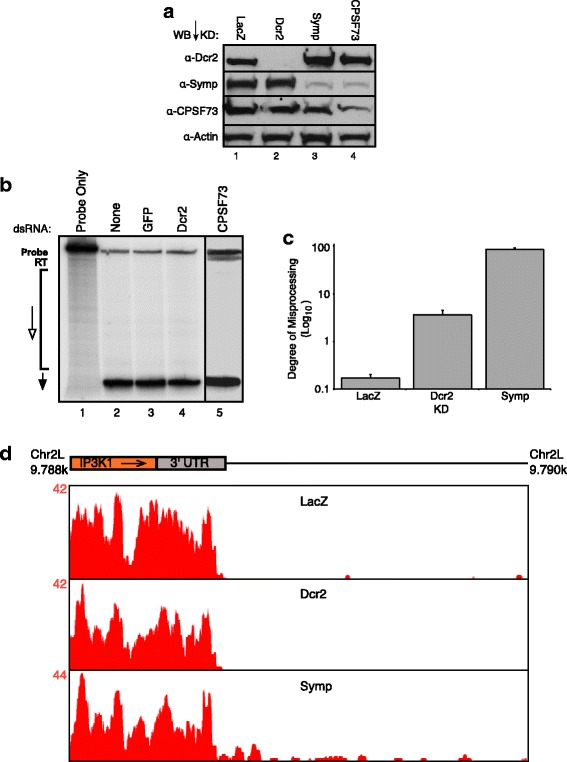
Dcr2 is not involved in mRNA 3’ end processing **a** Dcr2 depletion does not affect CCC component protein levels. RNAi-depleted proteins are listed above the blot. Antibodies used for WB are listed to the left. **b** Dcr2 RNAi-depletion does not cause mRNA 3’ end misprocessing. An S1 nuclease assay was used to map histone (H)2A 3’ ends (left). Knockdowns are shown at the top. Potential mRNA 3’ end products are shown to the left: RT is the read-through misprocessed product, the open arrow marks the region of other misprocessed products, and the black arrow defines the properly processed product. CPSF73 is shown as a positive control. **c** RT-qPCR using primers that amplify misprocessed *sop* mRNAs (right) reveals very little misprocessed *sop* in Dcr2 knockdown samples. Knockdowns are shown on the x-axis. Degree of Misprocessing = Log_10_ (2^ΔΔCt(ORF-MP)). Error bars represent one standard deviation. **d** Dcr2 RNAi-depletion does not cause 3’ end misprocessing and read-through transcription. RNA-seq reads mapping to and downstream of the IP3K1 gene are shown in red. Maximal read counts for IP3K1 are shown on the y-axis

Because CCC depletion causes 3’ end misprocessing and Dcr2 interacts with the CCC, we wanted to determine the effects of Dcr2 depletion on mRNA 3’ end processing. First, we mapped the 3’ ends of endogenous Histone 2A (H2A) mRNAs in a Dcr2 depleted sample using an S1 nuclease protection assay. No differences in mRNA 3’ end processing were observed between Dcr2 knockdown and negative control samples (Fig. 2b). Dcr2 depletion does not cause misprocessing of histone mRNA 3’ ends as is observed when CCC components are knocked down (Fig. 2b) [18, 20]. Additionally, an RT-qPCR assay [40] was used to assess the effects of Dcr2 knockdown on mRNA 3’ end misprocessing of polyadenylated genes. Very little misprocessing of a canonical polyadenylated mRNA (*sop*) was observed in a Dcr2 depleted sample as compared to the positive Symplekin knockdown control; compare ~4-fold in the Dcr2 knockdown to ~85-fold in the Symplekin RNAi-depleted sample (Fig. 2c). Finally, visual inspection of mapped RNA-seq reads from control (LacZ), Dcr2 and Symplekin knockdown samples reveals mRNA 3’ end misprocessing is only present in the Symplekin RNAi-depleted sample; Dcr2 and LacZ knockdown samples show no or few RNA-seq reads mapping downstream of the IP3K1 gene (Fig 2d). These data support a model in which Dcr2 is not required for mRNA 3’ end processing and that the Dcr2-CCC complex is functionally distinct from the CCC as mRNA 3’ end processing is unaffected in the absence of Dcr2.

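IP3K1 (IP3K1-RA) lies on the plus strand of chromosome 2L from 9782345 to 9788499 (dm3). The stretch downstream of it was measured from 9788783 to 9790309, over 1357 nt, as the uniquely mapped RNA-seq reads on the plus strand at exons 2 to 5 of CR18854, which is annotated there on the other strand. The 3 libraries of untreated Dmel-2 cells had 7, 10 and 3 such reads, and the 3 Symplekin knockdown libraries had 45, 36 and 50. In reads per 1000000 reads used for normalization (RPMM), this was 0.261 ± 0.134 (SD, n = 3 libraries) in untreated cells and 1.56 ± 0.107 (SD, n = 3) in the Symplekin knockdown, a ratio of 5.99. Each Symplekin knockdown library had more reads than each library of untreated cells (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The LacZ and Dcr2 knockdown libraries are not analysed here.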

### Dcr2 interacts with the CCC in the nucleus

To investigate subcellular localization of the Dcr2-CCC complex, Dmel-2 cells were first effectively separated into cytoplasmic and nuclear fractions using a refined fractionation technique (Methods, Additional file 3). Western blots reveal pools of Dcr2 and Symplekin in both the nucleus and the cytoplasm (Fig. 3a). While Dcr2 is primarily cytoplasmic and Symplekin is generally nuclear in accordance with their roles in RNAi and mRNA 3’ end processing, respectively, an appreciable amount of each protein is found in the complementary subcellular compartment (Fig. 3a). Additionally, immunofluorescence with antibodies to the endogenous proteins confirms the presence of both Symplekin and Dcr2 in the nucleus (Additional file 4). This assay also shows Symplekin and Dcr2 in the cytoplasm, consistent with their roles in cytoplasmic polyadenylation and RNAi, respectively [27, 41, 42].

**Fig. 3:**
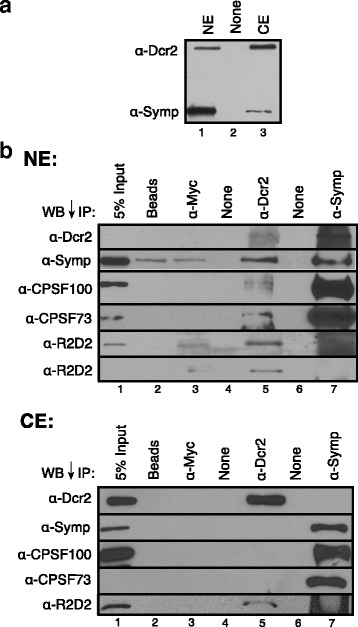
Dcr2 only interacts with the CCC in the nucleus. **a** Dcr2 is present in the nucleus. WB of refined nuclear (NE) and cytoplasmic extracts (CE) reveals a nuclear pool of Dcr2 (top). **b** Endogenous Dcr2 co-IPs the CCC and R2D2 from refined NEs (top). No interaction between Dcr2 and the CCC is observed in CE (bottom). Antibodies used for IP are shown above. Antibodies used for WB are listed left. ‘Beads’ and ‘α-Myc’ are negative controls. A lighter exposure of the R2D2 WB is shown at the bottom of the top NE group

Immunoprecipitations of endogenous Dcr2 from refined Dmel-2 nuclear and cytoplasmic fractions show that nuclear Dcr2 co-immunoprecipitates the CCC and R2D2 (Fig. 3b), while cytoplasmic Dcr2 only interacts with R2D2 (Fig. 3b); no interaction between cytoplasmic Dcr2 and the CCC is observed. Nuclear Symplekin co-immunoprecipitates Dcr2 and other CCC components, CPSF73 and CPSF100, but not R2D2 (Fig. 3b). Additionally, cytoplasmic Symplekin does not interact with Dcr2 (Fig. 3b). Together these data support a model in which Dcr2 forms distinct nuclear and cytoplasmic complexes.

### The CCC indirectly regulates esiRNA abundance

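Dmel-2 cells, a line of Drosophila melanogaster culture cells, were sequenced by RNA-seq (RNA longer than 200 nt, rRNA depleted) in 3 conditions: untreated (blank), CPSF73 knockdown and Symplekin knockdown. Each condition had 3 libraries. They are technical replicates of one RNA sample, so their spread covers library preparation and sequencing and not differences between cultures. The LacZ and Dcr2 knockdown libraries are not analysed here, and values are given relative to blank, where the paper divides by LacZ. Blank cells received no double-stranded RNA. An effect of that treatment itself therefore cannot be told apart here from loss of the targeted gene. The authors mapped the reads with RUM and deposited, for each transcript, exon and intron of an annotation on dm3, the counts of uniquely and of non-uniquely mapped reads on each strand, with RPKM values made from them. The number of reads used for normalization, derived from those counts and RPKM values, was 24410795 to 26278769 in blank (median 25870923), 21936371 to 27272879 in the CPSF73 knockdown (median 24569351) and 24879957 to 30178226 in the Symplekin knockdown (median 28408237). The total reads in Additional file 6 are 24698945 to 26712148 in blank. Values in reads per 1000000 mapped reads (RPMM) use the number of reads used for normalization. Each gene was represented by its transcript with the most reads. Tests across genes used limma voom with TMM factors on the counts of the 9 libraries in one fit, with Benjamini-Hochberg adjustment, over genes with at least 10 counts in every library. The targeted genes were measured first. CPSF73 (Cpsf73-RA, chromosome 3R, 14486826 to 14489275) had 36.0 ± 0.900 RPMM of unique sense reads in blank and 20.6 ± 1.99 (SD, n = 3 libraries) in the CPSF73 knockdown, a ratio of 0.573 and a log2 fold change of -0.82 (standard error 0.068, limma voom adjusted p = 3.89e-08). Its ratio was 0.776 in exon 3 and 0.178 in exons 1, 2, 4 and 5 together. Symplekin (Sym-RA, chromosome 3R, 1563871 to 1568168) had 45.4 ± 1.17 RPMM in blank and 14.1 ± 0.675 (SD, n = 3 libraries) in the Symplekin knockdown, a ratio of 0.311 and a log2 fold change of -1.55 (standard error 0.045, limma voom adjusted p = 1.12e-12). Its ratio was 0.394 in exon 3 and 0.198 in exons 1, 2, 4 and 5 together. With each replicate left out in turn, the log2 fold change of CPSF73 in its own knockdown stayed between -0.90 and -0.70, and that of Symplekin between -1.60 and -1.51.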

To investigate the role of the CCC in esiRNA biogenesis, CPSF73, Symplekin and Dcr2 were first independently RNAi-depleted from *Drosophila* culture cells. Untreated Dmel-2 cells (blank) or those treated with double stranded RNA to a non-*Drosophila* gene (GFP or LacZ) acted as controls. RNA was then isolated and separated into large (>200 nts) and small (<200 nts) fractions, rRNA depleted and sequenced (Additional file 5). 

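Small RNA-seq had the same 3 conditions (blank, CPSF73 knockdown and Symplekin knockdown) with 3 technical replicate libraries each. The biological replicate, LacZ, GFP and Dcr2 libraries are not analysed here. The deposited small RNA files hold RUM-style counts of uniquely and non-uniquely mapped reads on annotated features of dm3, both strands together, and these counts are used here in place of the SMACR counts behind the paper's figures. The number of reads used for normalization, stated in the files, was 122822, 214664 and 271570 in blank, 240750, 257944 and 295902 in the CPSF73 knockdown, and 281502, 351448 and 394640 in the Symplekin knockdown. The total reads in Additional file 6 are 144083 to 296806 in blank. These libraries are far smaller than the RNA-seq libraries, which limits the features that can be tested to the 722 with at least 10 counts in every library (Esi1 and Esi2 included). A non-uniquely mapped read is counted at each place it maps, so the counts summed over genes were 1.74 to 2.56 per read. Tn-derived esiRNAs are not analysed here. Tests used limma voom with the number of reads used for normalization as library size (RPMM), with Benjamini-Hochberg adjustment, and shares were compared by an exact two-sided permutation test. Small RNA reads at the targeted genes were counted first. At CPSF73, uniquely mapped small RNA reads came to 16.2 ± 2.22 RPMM in blank, 43197 ± 791 in the CPSF73 knockdown and 19.2 ± 6.13 in the Symplekin knockdown (SD, n = 3 libraries each). At Symplekin, they came to 5.56 ± 4.91 RPMM in blank, 11.2 ± 7.67 in the CPSF73 knockdown and 7474 ± 485 in the Symplekin knockdown (SD, n = 3 libraries each).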

RNA-seq reads were mapped to the *Drosophila* genome and transcriptome using RUM, [33] while small RNA (smRNA)-seq reads were mapped and analyzed using a novel pipeline termed *S*equence *M*apping, *A*nnotation, and *C*ounting for sm*R*NAs or SMACR (Methods and Additional file 5). Only siRNAs and miRNAs were further analyzed. Interestingly, ~40% of RNA-seq reads mapped to multiple locations in the genome (non-unique), although the samples were depleted of rRNAs (Additional file 6). 

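The share of non-unique reads was recomputed from the deposited counts, as the non-uniquely mapped reads divided by all reads counted on the sense strand of one transcript per gene. It was 54.4% to 64.6% over the 9 libraries of blank, CPSF73 knockdown and Symplekin knockdown cells, with a mean of 60.1%. Here a non-unique read is counted at each transcript it maps to, which is a different measure from the share of reads in Additional file 6. The percentages listed there for the blank libraries average 42.5%. With all transcripts summed in place of one per gene, the share in blank was 24.8% ± 0.574, and with antisense reads added it was 61.0% ± 0.547 (SD, n = 3 libraries).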

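The non-unique share was 55.2% ± 0.753 in blank, 61.0% ± 2.88 in the CPSF73 knockdown and 64.2% ± 0.414 in the Symplekin knockdown (SD, n = 3 libraries each). The Symplekin knockdown was 9.00 percentage points above blank, and each of its libraries was above each blank library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The CPSF73 knockdown was 5.84 percentage points above blank, with p = 0.1 in the same exact permutation test. The CPSF73 knockdown libraries spread more widely than the others, with shares of 57.7%, 63.0% and 62.3%. With all transcripts summed, the differences were 7.09 and 4.00 percentage points for Symplekin and CPSF73. The percentages listed per library in Additional file 6 average 42.5% in blank, 43.0% in the CPSF73 knockdown and 47.2% in the Symplekin knockdown. The Dcr2 knockdown is not analysed here.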

Also, the percentage of non-unique reads changes significantly with knockdown of Dcr2 and Symplekin (Additional file 6). These data support previous claims that Dmel-2 culture cells have undergone Tn expansion [43–46] and indicate that increased numbers of Tns may contribute to higher overall expression of repetitive sequences and abundance of Dcr2 dependent siRNAs. Tn expansion makes *Drosophila* culture cells an excellent system for studying esiRNAs biogenesis.

We first assessed how depletion of Dcr2 and CCC components CPSF73 and Symplekin affect siRNA and miRNA dynamics in *Drosophila* culture cells. First, reads per million mapped (RPMM) pre-miRNAs, non-coding (nc)RNAs, miRNAs, Tn-mapping esiRNAs, and hairpin structure-mapping (Esi1/2 (hps)) esiRNAs, were added to give the total smRNA pool for each sample. The percentages of miRNAs, Tn-mapping and hp-mapping esiRNAs were then calculated for each sample. 

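The number of small RNA reads used for normalization in the files was 203019 ± 75055 in blank, 264865 ± 28220 in the CPSF73 knockdown and 342530 ± 57094 in the Symplekin knockdown (SD, n = 3 libraries each). The ratio to blank was 1.30 for CPSF73 (exact two-sided permutation test, p = 0.3) and 1.69 for Symplekin (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). These are sequenced and mapped reads per library, which depend on how much of each library was sequenced, and they do not measure the amount of smRNA per cell.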

Normalizing to the total number of smRNAs is important as Symplekin, CPSF73 and Dcr2 knockdown samples have decreasing amounts of total smRNAs (data not shown). To evaluate CCC and Dcr2 based differences in miRNA, Tn-mapping, and hp-mapping esiRNA levels, the percentage of smRNAs in each group was divided by the percentage of each smRNA group in the LacZ control (Fig. 4a). When Dcr2 is RNAi-depleted, the percentage of esiRNAs mapping to Tns and hps decreases significantly while the portion of miRNAs in the pool increases (Fig. 4a). Biogenesis of hp esiRNAs is more dependent on Dcr2 than esiRNAs processed from Tn precursors, as Dcr2 depletion reduces hp esiRNAs ~7.3 fold compared to the control, while Tn esiRNAs are only reduced ~1.3 fold (Fig. 4a). 

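Esi1 and Esi2 reads made up 0.793% ± 0.0840 of all small RNA counts in blank, 0.662% ± 0.0720 in the CPSF73 knockdown and 0.688% ± 0.0319 in the Symplekin knockdown (SD, n = 3 libraries each). The ratio to blank was 0.834 for CPSF73 (exact two-sided permutation test, p = 0.2) and 0.867 for Symplekin (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The alternative that moved the CPSF73 ratio most was to count uniquely mapped reads only, which leaves Esi1 alone because no small RNA read on CG4068-LP04693 was unique in any library. The ratios were then 0.583 for CPSF73 and 0.814 for Symplekin. As a percentage of the number of reads used for normalization, a denominator chosen after the data had been seen, the ratios were 0.614 for CPSF73 and 0.767 for Symplekin (exact permutation p = 0.1 for each), the largest move for Symplekin. As a share of the miRNA, non-coding RNA and hairpin counts only, the ratios were 0.912 (exact permutation p = 0.5) and 0.908 (exact permutation p = 0.3). Tn-derived esiRNAs are not analysed here. From Fig. 4a, relative to LacZ, the paper reports that the 2 kinds of esiRNA respond differently to loss of CCC components. It describes a general increase for those from Tns and a downward trend for those from hps.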

Surprisingly, depletion of CCC components CPSF73 and Symplekin has differential effects on Tn and hp derived esiRNAs; the proportion of Tn derived esiRNAs generally increases while the number of esiRNAs generated from hps trends downward (Fig. 4a). 

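The files list 91 miRNA features. Their share of all small RNA counts was 24.5% ± 0.445 in blank, 34.5% ± 2.13 in the CPSF73 knockdown and 26.2% ± 0.639 in the Symplekin knockdown (SD, n = 3 libraries each), ratios to blank of 1.40 and 1.07 (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). As a share of the miRNA, non-coding RNA and hairpin counts, the ratios were 1.53 and 1.12, and without bantam, a choice made after the data had been seen, they were 1.27 and 1.18 (exact permutation p = 0.1 for each). With uniquely mapped reads only, the direction was the opposite, and the share was 92.4% ± 0.139 in blank, 83.4% ± 1.34 in the CPSF73 knockdown and 87.1% ± 0.295 in the Symplekin knockdown, ratios of 0.902 and 0.942 (exact permutation p = 0.1 for each). The unique reads include small RNAs at the targeted genes, and without the reads at CPSF73 and Symplekin, a choice made after the data had been seen, the ratios were 0.960 and 0.954 (exact permutation p = 0.1 for each). As a percentage of the number of reads used for normalization, a denominator chosen after the data had been seen, the ratios were 1.03 (exact permutation p = 0.6) and 0.945 (exact permutation p = 0.3). This measure differs from the share of all counts only by the counts per read. Those were 1.77, 1.74 and 1.85 in the CPSF73 libraries and 2.25, 2.56 and 2.48 in blank. The ratio of 1.40 is thus not a rise per read.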

Knockdown of Symplekin and CPSF73 may slightly reduce the number of miRNAs in these samples (Fig. 4a). Importantly, RNAi-depletion of CPSF73 and Symplekin show similar trends while the Dcr2 knockdown displays a different molecular phenotype. 

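The CPSF73 and Symplekin knockdowns were also set against each other. The share of Esi1 and Esi2 in all small RNA counts was 0.662% in the CPSF73 knockdown and 0.688% in the Symplekin knockdown, a ratio of 0.962 (exact two-sided permutation test, p = 0.7). The miRNA share was 34.5% and 26.2%, a ratio of 1.32, and Esi2 small RNA counts in RPMM were 9528 and 11991, a ratio of 0.795. Esi1 small RNA counts in RPMM were 2302 and 2782, a ratio of 0.827. In each of these last comparisons the libraries of the 2 knockdowns did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Both knockdowns were below blank in Esi1 and Esi2 small RNA counts in RPMM, and the order of the knockdowns depended on the scaling. With TMM normalization, the log2 fold changes against blank were -0.040 for CPSF73 and -0.17 for Symplekin at Esi2, and 0.13 and -0.075 at Esi1. With the reads at bantam, mir-184 and the targeted genes left out of the library size, a choice made after the data had been seen, they were -0.37 and -0.41 at Esi2, and -0.20 and -0.31 at Esi1. The difference between the knockdowns was not tested under these scalings. The Dcr2 knockdown is not analysed here.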

Together these data support a model in which esiRNAs are differentially processed from Tn and hp precursor molecules in *Drosophila* culture cells.

**Fig. 4:**
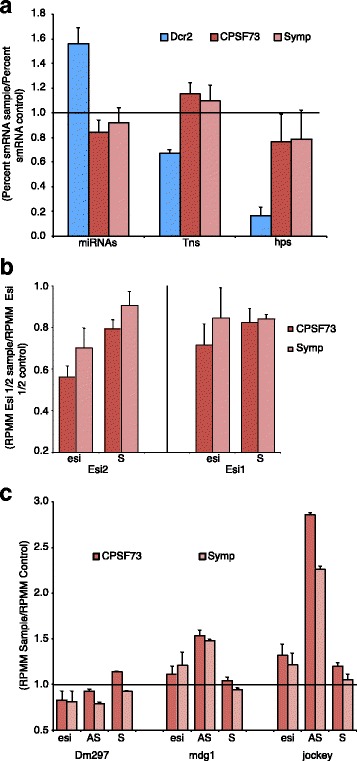
CCC depletion differentially affects esiRNA biogenesis from retroTns and inverted repeat loci. **a** Ratios of percent miRNAs, transpsoson (Tn)-derived and hairpin (hp)-derived siRNAs from Symplekin (pink), CPSF73 (red), and Dcr2 (blue) knockdown samples are shown. Percentages are the total miRNA, Tn or hp normalized read count (reads per million mapped (RPMM)) divided by the total normalized read count (summed normalized miRNA, pre-miRNA, Tn, non-coding RNA, and hp RPMs). The percents of each smRNA group were normalized to the LacZ control. Error bars represent one standard deviation. **b** CPSF73 and Symplekin RNAi-depleted samples are represented as in **a**. RPMMs of esiRNAs mapping to hp loci Esi1 and Esi2 in Symp and CPSF73 depleted samples were normalized to corresponding esiRNAs in LacZ samples (left). RPMMs of RNA-seq reads mapping to sense (S) precursors of Esi1 and Esi2 RNA in these knockdowns were also normalized to corresponding RNA-seq reads in LacZ samples (right). Error bars are as in **a. c** RPMMs of esiRNAs mapping to Dm297, mdg1 and jockey retroTns in Symp and CPSF73 depleted samples were normalized to corresponding esiRNAs in LacZ samples (left). RPMMs of RNA-seq reads mapping to sense (S) and antisense (AS) precursors of Dm297, mdg1, jockey transcripts in these knockdowns were also normalized to corresponding RNA-seq reads in LacZ samples (right). Error bars are as in **a**

To investigate potential explanations for the observed differences between Tn and hp derived esiRNA levels and differential effects of Dcr2 and CCC factor depletion on esiRNAs biogenesis, we first examined esiRNA and precursor levels for both hp loci (Esi 1/2) and individual retroTns: Dm297, mdg1 and jockey, as compared to the LacZ control (Fig. 4b and c). Normalized Esi 1/2 precursor and esiRNA levels in each knockdown sample were divided by the number of Esi 1/2 precursor and esiRNAs in the LacZ control. Esi 1/2 precursor levels decrease when CPSF73 and Symplekin are knocked down and we observe a corresponding decrease of esiRNAs in these samples (Fig. 4b). 

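Small RNA counts at Esi2 (CG4068-LP04693) were 15854 ± 2172 RPMM in blank, 9528 ± 1447 in the CPSF73 knockdown and 11991 ± 430.2 in the Symplekin knockdown (SD, n = 3 libraries each), ratios of 0.601 and 0.756. The log2 fold changes were -0.73 (standard error 0.12, limma voom adjusted p = 7.16e-06) and -0.39 (standard error 0.12, limma voom adjusted p = 0.0134). On CG4068.k, compared after the data had been seen, they were -0.56 (limma voom adjusted p = 0.00129) and -0.15 (limma voom adjusted p = 0.421). The Symplekin change thus did not pass 0.05 on that transcript. At Esi1 (CG18854.a) small RNA counts were 3401 ± 201 RPMM in blank, 2302 ± 116 in the CPSF73 knockdown and 2782 ± 149 in the Symplekin knockdown, ratios of 0.677 and 0.818. The log2 fold changes were -0.56 (standard error 0.13, limma voom adjusted p = 0.000519) and -0.29 (standard error 0.13, limma voom adjusted p = 0.0814), so the change in the Symplekin knockdown did not pass 0.05. These falls are in RPMM. With TMM normalization, which centres on the bulk of the 722 small RNA features, the log2 fold changes were -0.040 for CPSF73 and -0.17 for Symplekin at Esi2, and 0.13 and -0.075 at Esi1, none with a limma voom adjusted p under 0.05. The median log2 fold change of those features in RPMM was -0.51 in the CPSF73 knockdown and -0.10 in the Symplekin knockdown.
Sense RNA-seq counts at the Esi1 precursor were 289 ± 6.34 RPMM in blank, 275 ± 12.3 in the CPSF73 knockdown (ratio 0.951, exact two-sided permutation p = 0.2) and 277 ± 1.91 in the Symplekin knockdown (ratio 0.959, exact two-sided permutation p = 0.1). The Esi2 precursor was measured on CG4068.k, the CG4068 transcript with the most RNA-seq reads summed over the 9 libraries, at 238 ± 9.36 RPMM in blank, 209 ± 5.37 in the CPSF73 knockdown (ratio 0.880) and 222 ± 1.97 in the Symplekin knockdown (ratio 0.933), each with an exact two-sided permutation p = 0.1. On CG4068-LP04693, the adjacent transcript on which the Esi2 small RNAs were counted and which was compared after the data had been seen, the precursor was 246 ± 8.49 RPMM in blank, more than on CG4068.k, and 179 ± 5.71 in the CPSF73 knockdown (ratio 0.730) and 205 ± 9.57 in the Symplekin knockdown (ratio 0.833), less than on CG4068.k. The sum over all libraries thus chose the transcript that fell less. With TMM normalization, the log2 fold change of CG4068.k was -0.18 for CPSF73 (standard error 0.028, limma voom adjusted p = 0.000142) and 0.014 for Symplekin (standard error 0.028, limma voom adjusted p = 0.686), and that of Esi1 was -0.072 (limma voom adjusted p = 0.0110) and 0.055 (limma voom adjusted p = 0.0444). With the number of reads used for normalization as library size, the log2 fold changes in the Symplekin knockdown were -0.10 for CG4068.k (limma voom adjusted p = 0.0194) and -0.060 for Esi1 (limma voom adjusted p = 0.149), so their direction depended on the normalization. For CG4068.k it also depended on the reads counted, and with uniquely mapped reads and TMM it was -0.081 (limma voom adjusted p = 0.0491). That of CG4068-LP04693 in the Symplekin knockdown was -0.15 with TMM (limma voom adjusted p = 0.0141) and -0.26 with that library size (limma voom adjusted p = 6.18e-05).
The libraries share replicate numbers in the labels. Across genes, same-numbered libraries did not deviate together (mean correlation of deviations -0.015 in RNA-seq and -0.061 in small RNA-seq). The means for different numbers, 0.0077 and 0.030, are no independent comparison, because deviations within a group cancel out. A single locus can differ from this. Esi2 small RNA counts rose with the replicate number in blank and in the CPSF73 knockdown, though not in the Symplekin knockdown. With the replicate number as a block, the log2 fold changes of Esi2 small RNAs were -0.73 and -0.39, those of Esi1 small RNAs -0.56 and -0.29, those of the Esi2 precursor -0.18 and 0.014, and those of the Esi1 precursor -0.072 and 0.055 for CPSF73 and Symplekin. The Esi1 precursor in the Symplekin knockdown then had a limma voom adjusted p of 0.0730. From the levels relative to LacZ in Fig. 4b, the paper states that Esi1 and Esi2 precursors decrease in both knockdowns, with a corresponding decrease of their esiRNAs.

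**Figure D1:**
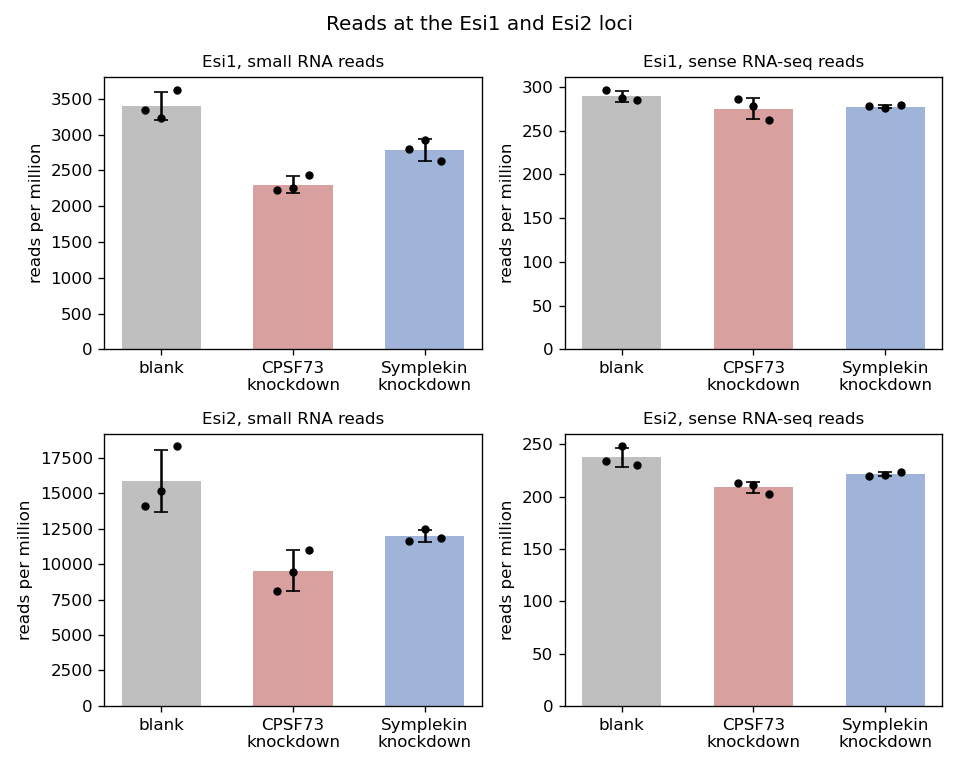
Small RNA counts (left) and sense RNA-seq counts (right) in RPMM at Esi1 (CG18854.a, top) and Esi2 (bottom, on CG4068-LP04693 for small RNAs and CG4068.k for RNA-seq). Bars are means, error bars 1 SD and points the 3 libraries of each condition, and the small RNA counts at Esi2 fell from 15854 RPMM in blank to 9528 and 11991 in the CPSF73 and Symplekin knockdowns.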

The number of esiRNAs mapping to mdg1 and jockey increase in response to CCC depletion while esiRNAs generated from Dm297 decrease in these samples (Fig. 4c). RetroTn esiRNA precursors consist of hybridized S and AS retroTn transcripts [17]. We previously reported that both S and AS retroTn transcript levels are elevated in Dcr2 depleted cells [17]. Knockdown of CCC components Symplekin or CPSF73 results in little to no change in sense Dm297, mdg1 or jockey transcript abundance, while the corresponding AS transcript levels are altered significantly (Fig. 4c). Interestingly, retroTn esiRNA levels correlate with perturbations in AS transcript levels in these samples (Fig. 4c). Previously, we hypothesized that the total amount of retroTn Dcr2 substrate in Dmel-2 cells is determined by AS transcript levels as these tend to be limiting [17]. Therefore, changes in retroTn derived esiRNAs levels partially correspond to alterations in retroTn Dcr2 substrate levels. 

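The change of the small RNAs was set against that of the precursor as a difference of log2 fold changes (small RNA minus precursor), each fitted with limma voom. With small RNAs scaled to RPMM and precursors by TMM, the difference at Esi1 was -0.49 (standard error 0.13) in the CPSF73 knockdown and -0.34 (standard error 0.13) in the Symplekin knockdown. At Esi2, with small RNAs counted on CG4068-LP04693 and the precursor on CG4068.k, it was -0.55 (standard error 0.13) and -0.40 (standard error 0.12). The same scaling on both sides, and both sides of Esi2 on one transcript, were compared after the data had been seen. With RPMM on both sides, the difference for CPSF73 and Symplekin was -0.49 and -0.23 at Esi1, -0.27 and -0.12 on CG4068-LP04693, -0.37 and -0.051 on CG4068.k, and -0.55 and -0.29 across those transcripts (standard errors 0.12 to 0.14). With TMM on both sides, it was 0.20 and -0.13 at Esi1, 0.41 and -0.023 on CG4068-LP04693, 0.31 and 0.043 on CG4068.k, and 0.14 and -0.19 across them (standard errors 0.11 to 0.12). The direction of the difference in the CPSF73 knockdown thus depended on the scaling. In the Symplekin knockdown the difference was less than 2 standard errors with TMM on both sides, and with RPMM on both sides except across the Esi2 transcripts. No test across the 2 assays was run, and the standard errors cover technical replicates only. Tn precursors are not analysed here.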

But, because changes in Esi 1/2 and retroTn esiRNA levels do not mirror alterations in substrate abundance (Fig. 4b and c), additional direct affects of CCC-Dcr2 interaction are plausible and require further investigation.

We hypothesize that retroTn-derived dsRNAs in wild type Dmel-2 cells have a simple secondary structure, generally having blunt-ends with complementary S and AS strands as transcription is initiated from multiple internal locations (Fig. 5a). Theoretically, hairpins, having multiple inverted repeats can hybridize to form an infinite number of complex secondary structures (Fig. 5a). To determine if retroTn and hp esiRNA precursor structures are altered by depletion of CCC factors, we investigated 3’ end misprocessing of retroTn mdg1 and hp Esi2. Bedgraphs representing RNA-seq S and AS reads mapping to mdg1{}305 and surrounding sequences in CPSF73, Symplekin and LacZ depleted samples show no reads mapping beyond the 3’ ends of mdg1{}305, indicating that extended retroTn 3’ UTR phenotypes are not observed when CCC components are RNAi-depleted (Fig. 5b). This result is inconsistent with 3’ UTR molecular phenotypes observed for mRNAs (Fig. 2c). However, RNA-seq reads mapping downstream of Esi2-containing mRNA CG44774 and neighboring gene CG6903 are readily detectable in Symplekin and CPSF73 knockdowns (Fig. 5c), consistent with other mRNAs in CCC RNAi-depleted samples (Fig. 2c). 

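CG44774 (CG4068.k) ends at 4819211 on the minus strand of chromosome X (dm3), and CG4068-LP04693, another of its listed transcripts, ends at 4815710. The stretch downstream of both was measured as unique RNA-seq reads on the minus strand at exons 2 to 5 of CG6903 (4813487 to 4815024, 1099 nt). The libraries had 0, 2 and 4 such reads in blank, 46, 32 and 44 in the CPSF73 knockdown, and 24, 22 and 40 in the Symplekin knockdown. In RPMM, this was 0.0769 ± 0.0773 in blank, 1.65 ± 0.170 in the CPSF73 knockdown and 1.02 ± 0.267 in the Symplekin knockdown (SD, n = 3 libraries each). The ratios to blank were 21.4 and 13.2, and their size is imprecise because blank had only 0, 2 and 4 reads. Each knockdown library had more reads than each blank library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Reads on the strand of CG6903 over CG4068-LP04693 (4815710 to 4819176) were nearly all non-unique. That stretch overlaps the end of CG6903-RA (4815963) and lies within the longer CG6903.c, so reads there are not read-through alone. Unique ones numbered 1, 1 and 1 in blank, 0, 1 and 3 in the CPSF73 knockdown, and 0, 3 and 2 in the Symplekin knockdown, so a change in them was not detectable at this depth. From the mapped reads in Fig. 5c, the paper states that reads downstream of CG44774 and of CG6903 are readily detected in both knockdowns, as for other mRNAs in Fig. 2c.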

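Reads complementary to Esi2 were counted on the strand of CG6903 over CG4068-LP04693. The libraries had 26, 15 and 60 non-unique reads in blank, 63, 82 and 64 in the CPSF73 knockdown, and 44, 47 and 67 in the Symplekin knockdown. In RPMM, this was 1.32 ± 0.901 in blank, 2.88 ± 0.754 in the CPSF73 knockdown (exact two-sided permutation test, p = 0.2) and 1.89 ± 0.336 in the Symplekin knockdown (exact two-sided permutation test, p = 0.4), where p = 0.1 is the smallest that 3 libraries against 3 allow. With unique and non-unique antisense reads fitted across genes, the log2 fold change was 1.26 (limma voom adjusted p = 0.00466) for CPSF73 and 0.83 (limma voom adjusted p = 0.0703) for Symplekin on this transcript, which was chosen after the data had been seen. On CG4068.k, antisense reads had a log2 fold change of 2.53 (standard error 0.24, limma voom adjusted p = 2.67e-07) for CPSF73 and 1.46 (standard error 0.26, limma voom adjusted p = 0.000286) for Symplekin. Of the added reads there, 94.0% and 92.9% were non-unique reads in exon 1 (4826581 to 4826806), at the end of the transcript away from CG6903. With unique reads only, the log2 fold changes on CG4068.k were 0.17 and -0.40, neither with a limma voom adjusted p under 0.05. These rest on at most 6 reads in a library, too few to give a direction. With each replicate left out in turn, the log2 fold change of all antisense reads on CG4068.k was between 2.16 and 2.94 for CPSF73 and between 1.10 and 1.86 for Symplekin. In the adjoining intron 1, examined after the data had been seen, unique antisense reads rose from 1.28 RPMM in blank to 16.4 and 7.93. The rise in this region is thus not confined to non-unique reads.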

The presence of read-through CG6903 mRNAs complementary to Esi2 could potentially alter Esi2 structure and give rise to additional dsRNA Dcr2 substrates. Together, these data indicate that CCC knockdown does not change retroTn Dcr2 substrate structure, while Symplekin and CPSF73 RNAi-depletion may indirectly lead to additional Esi2 dsRNAs formed with AS sequences. Inefficient cleavage of Esi2 dsRNAs composed of both S and AS RNAs could provide one explanation for the lower Esi2 esiRNA levels observed in CPSF73 and Symplekin knockdowns (Fig. 4b, Fig. 5c).

**Fig. 5:**
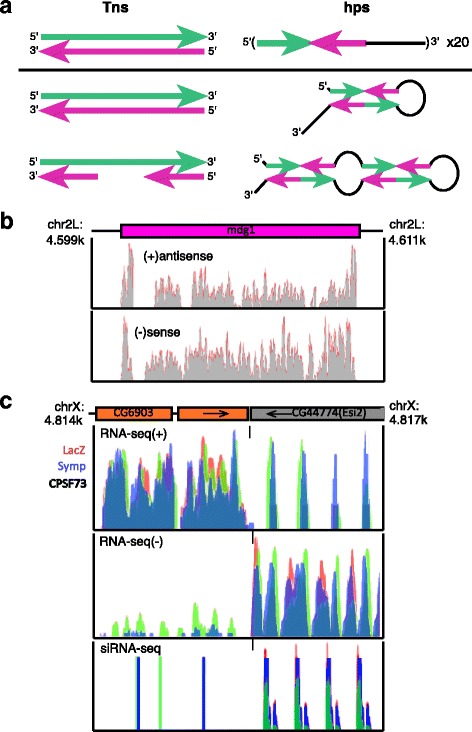
CCC factor RNAi-depletion may alter hairpin secondary structure **a** Potential secondary structures for Tns (left) and hps (right). Complementary regions are shown in green and magenta. **b** Depletion of CCC components does not cause 3’ end misprocessing of retroTn transcripts. S and AS RNA-seq reads from LacZ (control), Symplekin, and CPSF73 RNAi-depleted samples were visualized using the UCSC genome browser and are overlayed. Schematic of a genomic region containing a mdg1 element is shown above the bedgraph. No unique reads are observed flanking the retroTn. **c** CG6903 read-through transcripts could hybridize to Esi2 RNAs in CCC factor knockdowns. Symplekin (blue), CPSF73 (green) depleted samples and LacZ (red) control RNA mapping to this region are shown. RNA-seq data is displayed in the top two panels, siRNA-seq data is displayed in the bottom panel

### Hp and Tn-derived esiRNAs are physically distinct

Initial characterization of siRNAs and miRNAs in Dcr2 RNAi-depleted, CCC knockdown, and control samples included using SMACR to filter smRNAs by length, 3’, and 5’ base. Generally, there is little variation between depleted samples and few statistically significant differences between Dcr2, CPSF73 and Symplekin RNAi-depleted samples, and controls (Additional file 7). One notable exception is that Dcr2 depletion reduces the percentage of 21 nt Tn and hairpin-derived esiRNAs, while increasing esiRNAs of other sizes (Additional file 7). Knockdown of Dcr2 does not affect miRNA length distributions (Additional file 7), indicating that this molecular phenotype is specific to Dcr2 substrates. This trend is not observed for 3’ and 5’ base preference in Dcr2 knockdown samples (Additional file 7). CCC factor knockdowns have negligible affects on esiRNA size and end nucleotide preference supporting a model that CPSF73 and Symplekin do not directly affect Dcr2 catalytic activity (Additional file 7). Very few statistically significant differences in smRNA length, 3’, or 5’ base are observed between untreated cells and those treated with non-specific dsRNA (LacZ) suggesting that inducing the RNAi response does not affect smRNA size or end nucleotide preference.

Examination of length differences between esiRNAs and miRNAs in control samples reveals that miRNAs are almost equally distributed among 21, 22 and 23 nt lengths, while 21 nt is the dominant length of Tn and hp-derived esiRNAs (Fig. 6a). Unexpectedly, variations in length distributions were also observed between Tn and hp-derived esiRNAs. Approximately 75% of esiRNAs generated from Tns are 21 nt with 19, 20, 22 and 23-mers almost evenly comprising the remaining 25% (Fig. 6a). In contrast, ~62% of hp-derived esiRNAs are 21 nt and ~23% are 22 nt; the proportion of 22-mers in the hp generated esiRNA pool is significantly greater than for Tn-derived esiRNAs (Fig. 6a).

**Fig. 6:**
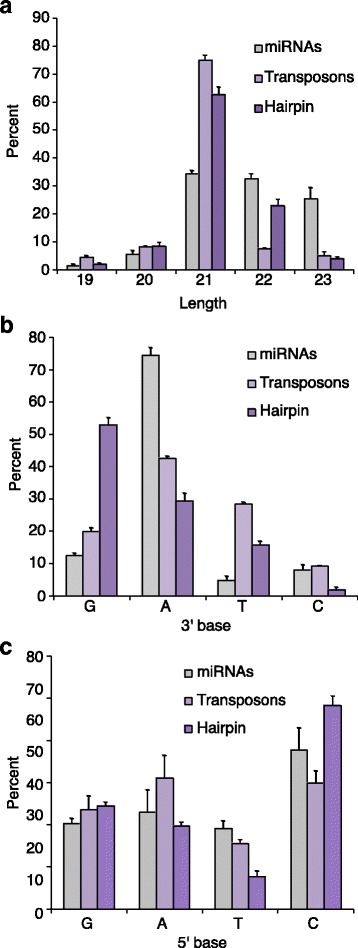
RetroTn- and hp-derived esiRNAs have different physical characteristics. **a** Percentage of miRNAs (gray), Transposons (light purple), and hairpin (purple) mapping esiRNAs in the LacZ control sample that are 19-23 nts. Error bars represent one standard deviation. **b** Percentage of miRNAs, Transposons, and hairpin mapping esiRNAs in the LacZ control sample that have a 3’ G, A, T, or C. Colors and error bars are as in **a. c** Percentage of miRNAs, Transposons, and hairpin mapping esiRNAs in the LacZ control sample that have a 5’ G, A, T, or C. Colors and error bars are as in **a**

Dramatic differences between 3’ base preference are also observed for miRNAs and esiRNAs. The 3’ nucleotide is A for ~75% of miRNAs while C, G and T occur much less frequently at this position (Fig. 6b). Tn generated esiRNAs also predominantly end in an A, but the 3’ nucleotide is more frequently C, G and T than for miRNAs; (Fig. 6b). Interestingly, the 3’ base of hp-derived esiRNAs is G more than 50% of the time, A is observed for ~30% of these esiRNAs, and T and C are present less often at the 3’ end (Fig. 6b). Therefore, while the Tn- and hp-derived esiRNA 3’ nt is generally more diverse than for miRNAs, significant differences are observed between esiRNAs. 5’ nucleotide distributions are more similar for all three smRNA classes. C is the most abundant 5’ nucleotide for miRNAs and esiRNAs, while G and A are also frequently observed (between 25 and 40%, Fig. 6c). T is the least populous 5’ nucleotide for miRNAs and esiRNAs (Fig. 6c). Collectively, these data indicate that esiRNAs processed from Tns and hps have diverse physical characteristics and support a model in which these two precursors are differentially processed in Dmel-2 cells.

### RetroTn precursors and esiRNAs are retained in the nucleus

To investigate potential differences in subcellular localization of retroTn and hp dsRNAs, *Drosophila* culture cells were separated into refined nuclear and cytoplasmic fractions (Additional file 3), total RNA was isolated and RT-qPCR was performed on multiple ORFs of Dm297, mdg1, blood, jockey and juan retroTn RNAs, and Esi1 and Esi2 containing substrate transcripts CG47744 and CR18854, respectively. A control canonical mRNA, GAPDH, is slightly enriched in the nucleus (Fig. 7a). Surprisingly, the retroTn transcripts are overwhelmingly enriched in the nucleus as compared to the GAPDH control showing between ~50 and ~400 fold enhancement depending on which retroTn ORF was targeted by RT-qPCR (Fig. 7a). These samples were normalized to no RT controls to ensure that contaminating genomic DNA was not responsible for the observed nuclear enhancement of retroTn RNAs. CG47744 and CR18854 are not dramatically enriched in either the cytoplasm or nucleus, resembling the GAPDH mRNA control (Fig. 7a).

**Fig. 7:**
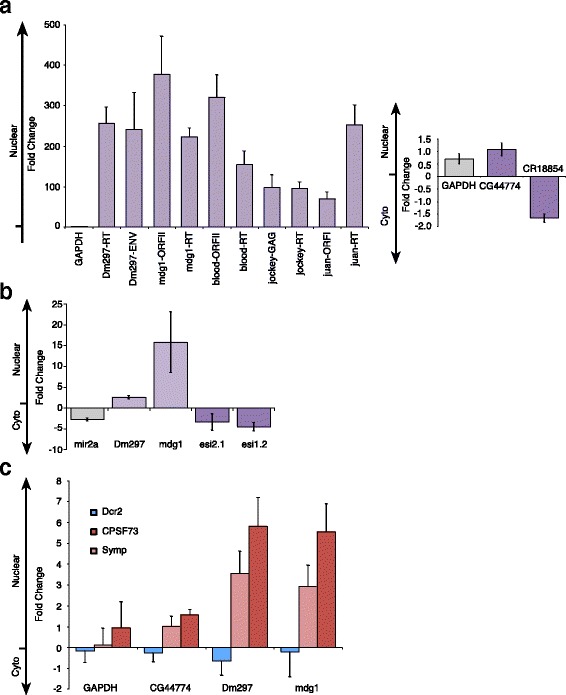
RetroTns dsRNA precursors are nuclear retained. RT-qPCR of retroTn and Esi1/2 mRNAs isolated from refined nuclear and cytoplasmic fractions reveals nuclear retention of retroTn esiRNAs precursors. (**a**, *left*) RetroTn RT-qPCR targets are shown on the x-axis. Fold change is the average of three experiments and is calculated as 2^(Ct(Nuclear)-Ct(Cytoplasm))^. (**a**, *Right*) CG44774 is the Esi1 precursor. CR18854 is the Esi2 precursor mRNA. GAPDH is the control transcript. Error bars represent one standard deviation. **b** Taqman qPCR of retroTn and Esi1/2 derived esiRNAs isolated from refined nuclear and cytoplasmic fractions shows nuclear retention of retroTn derived esiRNAs. Labels, calculations, and error bars are as in **a. c** RT-qPCR of esiRNA precursors in Symplekin, CPSF73 or Dcr2 knockdowns shows nuclear retention of both hp and retroTn dsRNA precursors. Labels, calculations, and error bars are as in **a**. RNAi-depletion is defined as in Fig. 4

To assess the cellular localization of retroTn, Esi1 and Esi2-derived esiRNAs, we measured levels of the most abundant esiRNAs from these precursors with custom Taqman assays. A cytoplasmic miRNA control (mir2A) is ~2.5 fold enriched in the cytoplasm (Fig. 7b). Strikingly, both Dm297 and mdg1-derived esiRNAs are enriched in the nucleus while Esi2 and Esi1-derived esiRNAs (Esi2.1 and Esi1.2, respectively) localize to the cytoplasm (Fig. 7b). These data correlate with nuclear enrichment of retroTns and nuclear export of hps (Fig. 7a). Together these data support a model in which retroTn dsRNA precursors are retained and processed in the nucleus while single stranded Esi1 and Esi2 precursors are exported to the cytoplasm for Dcr2-dependent generation of esiRNAs.

To investigate the role of CCC components Symplekin and CPSF73 in cellular localization of Dcr2 substrates, a subset of retroTn and hp transcript levels was assessed by RT-qPCR in refined nuclear and cytoplasmic fractions from CCC factor RNAi-depleted samples. Dcr2 knockdown has marginal effects on cellular localization of CG44774, Dm297, and mdg1 RNAs as compared to the GAPDH control. In contrast, Symplekin and CPSF73 RNA-depletions cause slight nuclear retention of hp CG44774 and further nuclear enrichment of retroTn transcripts as compared to GAPDH (Fig. 7c). While Both the CPSF73 and Symplekin knockdowns show similar trends, the effects observed when CPSF73 is RNAi-depleted are more dramatic than when Symplekin is RNAi-depleted. As both CG44774 and CR18854, and retroTn sense transcripts are polyadenylated (Additional file 8 and [17], respectively), we hypothesize that mRNA 3’ end processing defects in the CCC knockdown samples affect cellular localization of these Dcr2 substrates.

## Discussion

Since the discovery of endogenous small interfering (esiRNAs) in *Drosophila*, very little progress in understanding their biogenesis and molecular mechanisms of action has been made. Here we provide evidence that components of two major RNA processing pathways, 3’ end processing and esiRNA biogenesis, interact in *Drosophila* somatic cells, a connection not previously reported. Importantly, we also show that esiRNAs processed from retroTns have different physical characteristics than those generated from hairpins. Double-stranded retroTn RNAs are retained in the nucleus while Esi1/2 hps are exported to the cytoplasm. Together these data support a novel model in which retroTns and hps, both double stranded RNAs cleaved by Dcr2, are differentially processed in *Drosophila* somatic cells. This is the first evidence that precursor secondary structures potentially contribute to Dcr2 activity in vivo.

mRNA 3’ end processing performed by the CCC is co-transcriptional and therefore occurs in the nucleus [47, 48]. The RNA pol II CTD phosphatase Ssu72 interacts with the N-terminal region of Symplekin to direct processing of mRNAs with a 3’ poly(A) tail [49] and with the stem loop binding protein for replication dependent histone mRNAs (Dan Michalski, data not shown). Here, we show that this N-terminal region of Symplekin can also interact with esiRNA processing factor Dcr2 (Fig. 1) in the nuclear compartment (Fig. 3), although, Dcr2 is not required for proper mRNA 3’ end formation (Fig. 2). The Symplekin C-terminal region binds CPSF73 and CPSF100 to form the CCC [20], therefore leaving the N-terminal region free to bridge the CCC and other cellular factors. While previous work shows that regulation of Tns by piRNAs in the *Drosophila* germline is a nuclear process [50–54] and researchers have documented a nuclear pool of Dcr2 that associates with heat shock loci and transcription machinery in *Drosophila* [23], potential nuclear functions of Dcr2 in *Drosophila* somatic cells have not been extensively investigated [6]. Our data support a model in which the N-terminal region of Symplekin mediates Dcr2-CCC complex formation, but only when the CCC is not actively engaged in co-transcriptional mRNA 3’ end processing (Fig. 8).

**Fig. 8:**
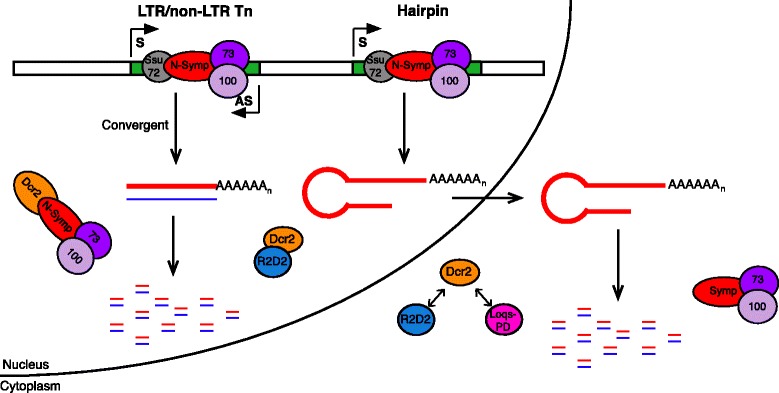
EsiRNAs are differnentially processed in *D. melanogaster* cells. Data support a model in which double stranded retroTn transcripts are retained and processed to esiRNAs in the nucleus while RNAs containing inverted repeats are exported and processed in the cytoplasm. Dcr2 interacts with the N-terminal 271 amino acids of Symplekin in the nucleus, but not in the cytoplasm

To understand the functional implications of CCC-Dcr2 interactions, esiRNA and precursor levels were measured in Symplekin and CPSF73 RNAi-depleted samples. Globally, we observe increased levels of Tn-derived esiRNAs and decreased hp-derived esiRNAs in CCC factor knockdowns (Fig. 4). Examination of specific retroTns and Esi1/2 precursors reveals that changes in esiRNA levels correlate to shifts in precursor abundance in Symplekin and CPSF73 knockdowns (Fig. 4). As we hypothesize that dsRNA retroTn precursor levels are determined AS transcript abundance [17], more AS transcript would lead to an increase in Dcr2 substrates (and more retroTn-derived esiRNAs), while decreased AS transcript would result in less Dcr2 substrate. Esi1/2 precursors consist of only one S mRNA. Therefore, hp Dcr2 substrate concentration is determined by only CG44774 and CR18854 levels. Once again, the observed lower Esi1/2 esiRNA levels in CCC factor depleted cells correlate with decreased CG44774 and CR18854 transcripts in these samples (Fig. 4). These data support a model in which esiRNA levels are partially influenced by Dcr2 substrate concentration. Substrate levels are affected by CCC factor RNAi-depletion indicating that Symplekin and CPSF73 indirectly determine esiRNA abundance. Because Symplekin and CPSF73 RNAi-depleted samples follow the same trends, we concluded that the CCC is involved in this process.

While hp and retroTn esiRNA levels correlate to S and AS transcript abundance, the number of esiRNAs is always less than the Dcr2 substrate concentration in Symplekin and CPSF73 knockdowns indicating that additional mechanisms must be modulating esiRNA levels in these samples. Although, Dcr2 cleavage site selectivity is unaffected in CCC factor RNAi-depleted samples (Additional file 7), Dcr2 activity could be altered by interaction with the CCC. An additional hypothesis for the observed molecular phenotypes is inefficient nuclear export of retroTn and hp RNAs in Symplekin and CPSF73 RNAi-depleted samples. CCC component knockdowns cause global mRNA 3’ end processing defects (Fig. 2) and how this misprocessing affects cellular localization of retroTn dsRNAs is unknown. However, previous work shows that less polyadenylated RNAs are not effectively exported from the nucleus [55]. Additionally, 3’ end misprocessing of RNAs generated from the Esi2 locus (Fig. 5) might lead to changes in secondary structure that unpredictably affect nuclear export. Inefficient nuclear export of hp RNAs with modified 3’ ends might not change total precursor levels, but could result in less Esi2-derived esiRNAs since cytoplasmic hp precursor levels would be reduced. When Symplekin and CPSF73 are RNAi-depleted, both hp and retroTn dsRNAs are enriched in the nucleus (Fig. 7) supporting the hypothesis that non-polyadenylated RNAs are retained in the nucleus. Taken together, these data support a model in which the CCC indirectly affects the abundance of retroTn- and hp-derived esiRNAs by modulating cellular localization and concentration of Dcr2 substrates (Fig. 8).

Bioinformatic analyses of retroTn- and hp-derived esiRNAs reveals physical distinctions between these groups (Fig. 6). Additionally, retroTn precursors and their corrosponding esiRNAs are highly enriched in the nucleus while hp dsRNAs and their corresponding esiRNAs are cytoplasmic similar to mRNAs (Fig. 7). We hypothesize that these observed disparities are directly related to distinct differences in secondary structures (Fig. 5) and compartmentalization of esiRNA biogenesis factors required to process each structure. dsRNAs derived from S and AS transcription of retroTns [17] generally result in fully complementary, blunt-ended dsRNAs as many AS retroTn transcripts are poorly polyadenylated [17]. The secondary structures of hps containing multiple inverted repeats are likely variable and complex with frayed ends (Fig. 5). Previous in vitro assays suggest that Dcr2 alone can bind and processively cleave blunt dsRNAs. However, Dcr2 requires a co-factor, Loqs-PD, to process dsRNAs with frayed termini presumably because Loqs-PD allows Dcr2 to bind a substrate internally [56]; Loqs-PD is cytoplasmic in *Drosophila* culture cells [57]. Taken together, these data suggest a model in which nuclear retained blunt-ended, fully complementary retroTn precursors can be processed in the nucleus by Dcr2 alone while more complicated hp precursors requiring Loqs-PD are cleaved in the cytoplasm by Dcr2 (Fig. 8). This model is supported by our observations that esiRNAs map the entire length of retroTns (Fig. 3d). Additionally, previous work shows that R2D2 and Dcr2 aggregate in cytoplasmic D2 bodies together with hps [27].

This model predicts that depletion of Loqs-PD would only affect cleavage of hps precursors and the levels of hp-derived esiRNAs, but not esiRNAs generated from retroTns. Zhou et al. previously reported that depletion of Loqs isoforms reduced the number of esiRNAs derived from both hps and Tns [58]; however, close examination of the data reveal that retroTn-mapping esiRNAs were unaffected by Loqs knockdown. The most notably affected Tn, Proto-P, is not regulated by the esiRNA pathway [59].

## Conclusions

Our data support a novel model in which esiRNAs are differentially processed from retroTn and hp precursors; retroTn precursors are processed by Dcr2 in the nucleus, while biogenesis of esiRNAs from hp precursors occurs in the cytoplasm. Additionally, Dcr2 clearly interacts with the CCC in the nucleus, but not in the cytoplasm. The CCC indirectly affects esiRNAs biogenesis by regulating Dcr2 substrate levels and directing cellular localization of retroTn and hp RNAs. These data contribute significantly to our understanding of Dcr2 dependent esiRNA production in *Drosophila* culture cells, but questions regarding Dcr2-CCC complex assembly and function remain. Future studies investigating the role of the Dcr2-CCC complex in both mRNA 3’ end processing and retroTn dsRNA processing will further elucidate molecular details of how these proteins function in *Drosophila* culture cells.

## Additional files

Additional file 1: Taqman assays and primers. Taqman assay ID #s and targets are shown in the top table. Targets of hp and Tn primers are shown in the middle table together with their sequences, position targeted within the Tn and references to their original use. Control GAPDH primers and primers used to assess sop RNA misprocessing are shown in the bottom table.

Additional file 2: Mass spectrometry (MS) identifies Symplekin binding partners. (A) Endogenous Symplekin was immunoprecipitated from crude nuclear extracts and bound proteins were visualized on an SDS-PAGE gel stained with coomassie blue (lane 3). Markers (Mar, lane 1) are labeled in KDa (left). α-Myc (lane 2) is a non-specific antibody control. Individual bands were cut from the gel and proteins identified by MS. The primary protein in each band is labeled. (B) MS data for each gel slice (samples a-i) is represented with gene name, Flybase ID and known functions of each identified protein.

Additional file 3: Refined nuclear cytoplasmic/nuclear fractionation protocol. (A) S2 cells are first swelled in hypotonic buffer and then lysed with a tight-fitting dounce. Cell lysate is then centrifuged to separate the cytoplasm from the nuclei. The crude cytoplasmic fraction is purified by ultracentrifugation. The crude nuclear fraction is further purified by ultracentrifugation through a layered sucrose cushion. (B) This protocol results in excellent separation of S2 cytoplasm and nuclear material. Western blot of MEK 1/2 (cytoplasmic control) and H3 (nuclear controls) show no nuclear contamination in the cytoplasmic fraction and vice versa.

Additional file 4: Immunofluorescence shows Dcr2 in the nucleus. Immunofluorescence of *Drosophila* culture cells with anti-Dcr2 and anti-Symp antibodies shows both Dcr2 and Symplekin co-localizing with the DAPI stained nucleus.

Additional file 5: Work flow for high throughput sequencing and small RNA analysis (SMACR). (A) *Drosophila* cells were individually depleted of Dcr2, CPSF73, Symplekin, and GFP (or LacZ). An additional fifth sample was untreated. The untreated and GFP samples represent controls. RNA was isolated from each sample and fractionated into RNAs > than 200 nts and RNAs < 200 nts. Each sample was depleted of appropriate rRNAs followed by library construction in triplicate. RNA-seq was performed at Washington University while smRNA-seq was performed at University of Missouri-St. Louis. (B) Adapters were trimmed from the raw reads followed by filtering out all small RNAs larger than 30 nts. Small RNAs were mapped using Bowtie and were then sorted by feature: miRNA, transposon, hairpin, or non-coding RNA. The normalized read count of each unique small RNA mapping to each feature was calculated together with 3’ and 5’ and size abundance.

Additional file 6: HTS statistics. 

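The percentages of non-unique reads in Additional file 6 are shares of reads. The deposited files instead count a non-unique read at each feature it maps to. The total reads listed are larger than the numbers of reads used for normalization in the files. For blank replicate 1 the paper lists 24698945 RNA-seq reads against 24410795 used for normalization, and 296806 small RNA reads against 271570.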

(A) Sample name, total number of reads, percent of reads mapping, read depth (# mapped reads/*Drosophila* transcriptome size (30.1 Mba)), percent unique and percent non-unique reads are shown for technical triplicates of each sample. A Student’s *T*-test was used to determine if the observed differences in percentages of non-uniquely mapping reads between samples was statistically significant. Corresponding *p* values are shown in the last column. (B) Total number of reads and percent or reads mapping when zero mismatches are allowed (left) and one mismatch is allowed (right) for three technical triplicates and one biological replicate (BR) of each sample.

Additional file 7: Physical characteristics of miRNAs, Tn- and hp-derived esiRNAs in Symplekin, CPSF73, Dcr2 knockdown and control samples. Mapped siRNAs were sorted by type and filtered by size (21-24 nts) (A), 3’ base (B), and 5’ base (C) for each sample. The abundance of normalized read counts in each category was then summed and the percentage of each individual category was calculated for all samples. Percentages for each category were then plotted.

Additional file 8: Esi1/2 precursors are polyadenylated. Polyadenylation status of CG44774 (Esi1) and CR18854 (Esi2) were assessed as described in [17]. These RNAs are more enriched in the Poly(A) + fraction than the polyadenylated Actin mRNA. Non-polyadenylated 18S rRNA is enriched in the poly(A)- fraction.

## Abbreviations

AS: Antisense
CCC: Core cleavage complex
CPSF: Cleavage and polyadenylation specificity factor
Dcr2: Dicer2
dsRNA: double stranded RNA
esiRNAs: endogenous small interfering RNAs
hp: hairpin
miRNAs: microRNAs
piRNAs: PIWI-interacting RNAs
retroTn: retrotransposons
S: Sense
SMACR: Sequence Mapping, Annotation, and Counting for smRNAs
Tn: Transposon

# Supplementary material for: Drosophila melanogaster retrotransposon and inverted repeat-derived endogenous siRNAs are differentially processed in distinct cellular locations
**Source:** BMC Genomics. 2017 Apr 17;18:304. doi: 10.1186/s12864-017-3692-8
**Supplement:** Supplementary file 1 — Taqman assays and primers. Taqman assay ID #s and targets are shown in the top table. Targets of hp and Tn primers are shown in the middle table together with their sequences, position targeted within the Tn and references to their original use. Control GAPDH primers and primers used to assess sop RNA misprocessing are shown in the bottom table.

**Taqman Assays**

| Small RNA Target | Assay ID number |
|------------------|-----------------|
| 2S               | 001766          |
| esi2.1           | CSN1KEF         |
| esi1.2           | CSPACQN         |
| Dm297            | CSAAYTW         |
| mdg1             | CSBJWZ4         |
| Mir2a            | 000261          |

**Hairpin and Transposon Precursor Primers**

| Target Sequence     | 5' to 3' Sequence        | Position (bp) | Reference           |
|---------------------|--------------------------|---------------|---------------------|
| Dm297-RT Forward    | ggcagacagagacggag        | 4629:4645     | Russo et. al 2016   |
| Dm297-RT Reverse    | cgacttcttcttcaagc        | 4673:4693     | Russo et. al 2016   |
| Dm297-env Forward   | gacaccatacacaccac        | 6269:6289     | Russo et. al 2016   |
| Dm297-env Reverse   | ctcaataatgtcgttg         | 6317:6335     | Russo et. al 2016   |
| Blood-ORFII Forward | cgtaaaaggcgaatcgctg      | 2534:2554     | Russo et. al 2016   |
| Blood-ORFII Reverse | gctgcttacgcatactgtc      | 2624:2643     | Russo et. al 2016   |
| Blood-RT Forward    | cctataccaacagatgccgac    | 4647:4668     | Russo et. al 2016   |
| Blood-RT Reverse    | caaagcctcgtaagtggcg      | 4726:4746     | Russo et. al 2016   |
| Mdg-ORFII Forward   | ctgagatcggtgaggatctg     | 2053:2074     | Russo et. al 2016   |
| Mdg-ORFII Reverse   | cgggtaattgttattaccgctg   | 2133:2154     | Russo et. al 2016   |
| Mdg-RT Forward      | gtaacaagcatgtggagcg      | 4824:4844     | Russo et. al 2016   |
| Mdg-RT Reverse      | ctctgctctgtagtggac       | 4923:4942     | Russo et. al 2016   |
| Jockey-gag Forward  | acctatcctcaccccttctc     | 776:795       | Russo et. al 2016   |
| Jockey-gag Reverse  | tgctccatattctcgtttcag    | 919:897       | Russo et. al 2016   |
| Jockey-RT Forward   | gtggacattgataatgccacaag  | 2841:2864     | Russo et. al 2016   |
| Jockey-RT Reverse   | ggaagttgaagtggctgaag     | 2922:2943     | Russo et. al 2016   |
| Juan-ORFI Forward   | ctgtgagttctacacgtacgatac | 499:522       | Russo et. al 2016   |
| Juan-ORFI Reverse   | cctaggtttgtagcatggatttg  | 586:609       | Russo et. al 2016   |
| Juan-RT Forward     | gcgcaatgtaaaacatatccg    | 2082:2104     | Russo et. al 2016   |
| Juan-RT Reverse     | ctgtgagcagttgacaaccac    | 2168:2189     | Russo et. al 2016   |
| AY119029 (esi2.1) F | ccagggcgctacattcaata     | multiple      | Marques et. al 2010 |
| AY119029 (esi2.1) R | caaacacccacacacatacaca   | multiple      | Marques et. al 2010 |
| CG18854 (esi1.2) F  | caaggctagggctcgtca       | multiple      | Marques et. al 2010 |
| CG18854 (esi1.2) R  | gggtgctgcgcataccttt      | multiple      | Marques et. al 2010 |

**Additional Primers**

| Target Sequence | 5' to 3' Sequence         | Reference           |
|-----------------|---------------------------|---------------------|
| GAPDH F         | CGTTCATGCCACCGCTA         | Russo et. al 2016   |
| GAPDH R         | CCACGTCCATCACGCCACAA      | Russo et. al 2016   |
| sop '3 UTR F    | GGATTGCTACACCTCGGCCCG     | Tatomer et. al 2014 |
| sop '3 UTR R    | CTACAACAGAATCTCCAAATCGACC | Tatomer et. al 2014 |

Additional file 8

# Supplementary material for: Drosophila melanogaster retrotransposon and inverted repeat-derived endogenous siRNAs are differentially processed in distinct cellular locations
**Source:** BMC Genomics. 2017 Apr 17;18:304. doi: 10.1186/s12864-017-3692-8
**Supplement:** Supplementary file 2 — Mass spectrometry (MS) identifies Symplekin binding partners. (A) Endogenous Symplekin was immunoprecipitated from crude nuclear extracts and bound proteins were visualized on an SDS-PAGE gel stained with coomassie blue (lane 3). Markers (Mar, lane 1) are labeled in KDa (left). α-Myc (lane 2) is a non-specific antibody control. Individual bands were cut from the gel and proteins identified by MS. The primary protein in each band is labeled. (B) MS data for each gel slice (samples a-i) is represented with gene name, Flybase ID and known functions of each identified protein.

**A.**

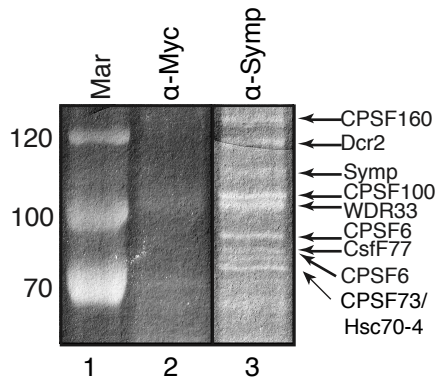

**B.**

| Sample | Name    | FlybaseID   | MW (Da) | # of Peptides | Function                                     |
|--------|---------|-------------|---------|---------------|----------------------------------------------|
| a      | CPSF160 | FBgn0024698 | 164.7   | 33            | 3' end processing                            |
| b      | Dicer-2 | FBgn0034246 | 197.8   | 23            | siRNA                                        |
| c      | Symp    | FBgn0037371 | 132.1   | 47            | 3' end processing                            |
| d      | CPSF100 | FBgn0027873 | 85.4    | 31            | 3' end processing                            |
| e      | WDR33   | FBgn0046222 | 90.5    | 29            | 3' end processing                            |
| f      | CPSF6   | FBgn0035872 | 71.1    | 29            | 3' end processing/<br>poly(A) site selection |
| g      | CstF77  | FBgn0003559 | 84.5    | 32            | 3' end processing                            |
| h      | CPSF6   | FBgn0035872 | 71.1    | 22            | 3' end processing/<br>poly(A) site selection |
| i      | CPSF73  | FBgn0261065 | 76.8    | 20            | 3' end processing                            |
|        | Hsc70-4 | FBgn0266599 | 71.1    | 11            | RISC loading                                 |

# Supplementary material for: Drosophila melanogaster retrotransposon and inverted repeat-derived endogenous siRNAs are differentially processed in distinct cellular locations
**Source:** BMC Genomics. 2017 Apr 17;18:304. doi: 10.1186/s12864-017-3692-8
**Supplement:** Supplementary file 6 — HTS statistics. (A) Sample name, total number of reads, percent of reads mapping, read depth (# mapped reads/Drosophila transcriptome size (30.1 Mba)), percent unique and percent non-unique reads are shown for technical triplicates of each sample. A Student’s T-test was used to determine if the observed differences in percentages of non-uniquely mapping reads between samples was statistically significant. Corresponding p values are shown in the last column. (B) Total number of reads and percent or reads mapping when zero mismatches are allowed (left) and one mismatch is allowed (right) for three technical triplicates and one biological replicate (BR) of each sample.

## Additional file 6

### A. RNA-seq

| Sample   | Total Reads | % Mapping | Read Depth | % Unique | % Non-Uniq | p-values  |
|----------|-------------|-----------|------------|----------|------------|-----------|
| Blank1   | 24698945    | 98.8      | 82.1       | 58.3     | 41.7       | 0.112     |
| Blank2   | 26712148    | 98.3      | 88.7       | 57.1     | 42.9       |           |
| Blank3   | 26318291    | 98.2      | 87.4       | 57.2     | 42.8       |           |
| LacZ1    | 30020327    | 98.5      | 99.7       | 57.0     | 43.0       |           |
| LacZ2    | 35561677    | 98.4      | 118.1      | 56.3     | 43.7       |           |
| LacZ3    | 26072570    | 98.4      | 86.6       | 56.4     | 43.6       |           |
| Dcr2-1   | 22668363    | 98.2      | 75.3       | 51.8     | 48.2       | 6.949E-05 |
| Dcr2-2   | 23826043    | 98.0      | 79.2       | 51.3     | 48.7       |           |
| Dcr2-3   | 24236601    | 98.0      | 80.5       | 51.1     | 48.9       |           |
| CPSF73-1 | 27808742    | 98        | 92.4       | 58.2     | 41.8       | 0.521     |
| CPSF73-2 | 22354433    | 98.1      | 74.3       | 56.6     | 43.4       |           |
| CPSF73-3 | 24986528    | 98.3      | 83.0       | 56.3     | 43.7       |           |
| Symp1    | 28837214    | 98.5      | 95.8       | 53.3     | 46.7       | 0.007     |
| Symp2    | 25326064    | 98.2      | 84.1       | 53.2     | 46.8       |           |
| Symp3    | 31041518    | 97.2      | 103.1      | 51.8     | 48.2       |           |

### B. SiRNA-seq

#### Mismatch 0:

| Sample      | Total Reads | % Mapping |
|-------------|-------------|-----------|
| Blank1      | 296806      | 67.8      |
| Blank2      | 257223      | 69.5      |
| Blank3      | 144083      | 73.0      |
| Blank4-BR   | 935588      | 84.8      |
| CPSF73-1    | 328575      | 74.0      |
| CPSF73-2    | 272747      | 78.2      |
| CPSF73-3    | 292295      | 79.1      |
| CPSF73-4-BR | 857530      | 70.5      |
| Dcr2-1      | 227654      | 71.8      |
| Dcr2-2      | 312873      | 73.3      |
| Dcr2-3      | 237995      | 71.7      |
| Dcr2-4-BR   | 784740      | 81.7      |
| LacZ1       | 390118      | 71.4      |
| LacZ2       | 330015      | 73.1      |
| LacZ3       | 329624      | 74.1      |
| GFP-BR      | 928750      | 73.6      |
| Sym1        | 468391      | 73.2      |
| Sym2        | 332289      | 73.9      |
| Sym3        | 389207      | 73.4      |
| Sym4-BR     | 963513      | 79.0      |

#### Mismatch 1:

| Sample      | Total Reads | % Mapping |
|-------------|-------------|-----------|
| Blank1      | 296806      | 93.7      |
| Blank2      | 257223      | 93.9      |
| Blank3      | 144083      | 94.3      |
| Blank4-BR   | 935588      | 96.9      |
| CPSF73-1    | 328575      | 95.3      |
| CPSF73-2    | 272747      | 95.3      |
| CPSF73-3    | 292295      | 95.4      |
| CPSF73-4-BR | 857530      | 89.3      |
| Dcr2-1      | 227654      | 95.5      |
| Dcr2-2      | 312873      | 95.7      |
| Dcr2-3      | 237995      | 95.6      |
| Dcr2-4-BR   | 784740      | 95.1      |
| LacZ1       | 390118      | 94.0      |
| LacZ2       | 330015      | 94.0      |
| LacZ3       | 329624      | 94.4      |
| GFP-BR      | 928750      | 93.7      |
| Sym1        | 468391      | 94.6      |
| Sym2        | 332289      | 94.6      |
| Sym3        | 389207      | 94.7      |
| Sym4-BR     | 963513      | 94.3      |

How the deposited data were processed for this re-analysis (not part of the article)

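RNA-seq (RNA longer than 200 nt) and small RNA-seq (RNA shorter than 200 nt) of Drosophila melanogaster Dmel-2 culture cells were analysed in 3 conditions, untreated cells (blank), CPSF73 knockdown and Symplekin knockdown. Each condition had 3 libraries per assay, 18 libraries in all, and the paper describes them as technical triplicates. Conditions and replicate numbers were taken from the sample labels and the paper. The LacZ, GFP and Dcr2 knockdown libraries, the biological replicate and Tn-derived reads are not analysed here, so each knockdown is compared with blank, where the paper divides by LacZ. Blank cells received no double-stranded RNA, so each comparison also includes any effect of that treatment itself.

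The authors mapped the RNA-seq reads with RUM to the genome and transcriptome and deposited the counts of reads on each transcript, exon and intron, apart for uniquely and non-uniquely mapped reads and for each strand, on dm3 (Release 5) coordinates. For small RNA-seq the authors deposited counts in the same layout with both strands together, and these were used here in place of the SMACR counts behind the paper's figures. Beside the counts the authors deposited RPKM values, the lower from unique reads and the higher from unique plus non-unique reads. The RPKM values were used here to derive the number of reads used for normalization in the RNA-seq files, and the small RNA files state that number. A non-uniquely mapped read is counted at each place it maps, so sums of such counts exceed the number of reads (1.74 to 2.56 counts per read in small RNA-seq).

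The number of reads used for normalization was 21936371 to 30178226 per RNA-seq library and 122822 to 394640 per small RNA library. The RNA-seq files list 43329 transcripts of 17422 genes, and the small RNA files 43331 transcripts of 17424 genes. A gene with several transcripts was represented by the one with the highest summed count in the assay. For CG44774 (listed as CG4068) this rule gave CG4068.k in RNA-seq with unique plus non-unique reads and CG4068-LP04693 in small RNA-seq. These do not overlap, so both transcripts were also compared in both assays after the data had been seen. With unique sense reads, used for the numbers of genes changed, the rule gave CG4068-RE (4820694 to 4826685). Its log2 fold changes were -0.12 for CPSF73 and -0.085 for Symplekin. Gene names were matched through a table of synonyms (CG44774 to CG4068, CR18854 to CG18854, WDR33 to CG1109, CPSF6 to CG7185, CstF77 to su(f)), and no coordinate was converted between genome builds.

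Log2 fold changes were fitted with limma voom (limma 3.58.1 and data.table 1.17.8 in R 4.3.3), all 9 libraries of an assay in one fit, with Benjamini-Hochberg adjustment over features with at least 10 counts in every library (8605 genes for unique sense reads, 9118 for unique plus non-unique sense reads, 3405 for antisense reads and 722 small RNA features), with Esi1 and Esi2 kept in each. RNA-seq libraries were scaled with TMM factors (trimming 30% of the log ratios and 5% of the abundances), and small RNA libraries by the number of reads used for normalization. Genes changed were those with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The test chosen before the data were examined was a quasi-likelihood test on counts from another package. The deposited files list each transcript in a block with its own header lines, which could not be checked automatically as a count table, so limma voom was used in place of that test on the same counts. Shares and RPMM values (reads per 1000000 reads used for normalization) were compared by exact two-sided permutation tests of 3 libraries against 3, whose smallest possible p is 0.1, so none can pass 0.05. The libraries are technical replicates, so every error given covers library preparation and sequencing and not differences between cultures.

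The genes named were all genes the paper names that the files list, and for each knockdown the 5 with the largest rise and the 5 with the largest fall among genes past the threshold and changed the same way in every library. The limma fit was tested on simulated counts with 200 changed genes, of which it recovered 100%, with 1 false call in the changed group and 0 calls in a group with nothing changed. All simulated changes lay well beyond the minimum log2 fold change of 1, so high recovery was nearly assured. Changes as small as those of the Esi1 and Esi2 precursors were not simulated. The test of antisense ratios was run on simulated data with convergent genes doubled and gave a difference of 0.939 on the log2 scale. In 100 simulated sets with nothing changed, the mean difference was 0.0036 and 7 sets had p under 0.05. Alternatives were other normalizations, count filters, read classes, transcripts and denominators, the replicate number as a block, a fit of only the groups compared, and leaving out each replicate in turn. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.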

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

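The tests in this part were chosen after the results were seen, except the comparison of genes with and without a convergent neighbour and the test of strand leakage, which were set before their results were seen.

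Small RNA-seq held reads of the targeted genes themselves, which the paper does not report. Unique small RNA reads at the CPSF73 gene came to 43197 RPMM in the CPSF73 knockdown against 16.2 in blank, and those at the Symplekin gene to 7474 RPMM in the Symplekin knockdown against 5.56 in blank. All 3 libraries of each knockdown showed this (exact permutation p = 0.1, the smallest p that 3 libraries against 3 allow). A candidate explanation is small RNAs made from the double-stranded RNA used for the knockdown, which would lie in a single stretch of the gene. In the CPSF73 knockdown 99.985% of these reads lay in exon 3 of CPSF73, and in the Symplekin knockdown 99.976% lay in exon 3 of Symplekin. Mislabelled libraries were weighed as well, and the CPSF73 gene had only 19.2 RPMM in the Symplekin knockdown and the Symplekin gene only 11.2 in the CPSF73 knockdown, which goes against that explanation. The position of the double-stranded RNA in each gene was not used here.

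Antisense RNA-seq reads rose at the same genes, from 2.90 to 26.4 RPMM at CPSF73 in its knockdown and from 0.535 to 5.37 at Symplekin in its knockdown (exact permutation p = 0.1 for each, n = 3 libraries per group). Of the added antisense reads, 99.7% lay in exon 3 of CPSF73 and 96.5% in exon 3 of Symplekin, the exons that held the small RNAs. This is what reads of the double-stranded RNA itself would show, and such reads may also add sense reads there. Sense reads fell less in exon 3 (ratio to blank 0.776 for CPSF73 and 0.394 for Symplekin) than in exons 1, 2, 4 and 5 together (0.178 and 0.198), so the whole-gene ratios of 0.573 and 0.311 may understate the loss of the endogenous mRNAs. No biological explanation was tested.

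Downstream of IP3K1, plus-strand reads rose in the CPSF73 knockdown as well, which Fig. 2d does not include, from 0.261 ± 0.134 RPMM in blank to 3.39 ± 0.116 (SD, n = 3 libraries, exact permutation p = 0.1). The design offers read-through after loss of the cleavage factor as a biological explanation. Over all genes, the log2 antisense ratio of the CPSF73 knockdown to blank was larger by 1.52 at genes with an expressed convergent neighbour than at genes far from any opposite-strand transcript, as read-through would give. Strand leakage of the library preparation was tested on the 200 most expressed genes far from opposite-strand transcripts. Their antisense share rose 1.39 times in the CPSF73 knockdown, from 0.25041% in blank to 0.34855%. Leakage therefore cannot be ruled out as a part of the rise in that knockdown. Over all genes the antisense share rose from 2.42% to 3.60%. Leakage at the rate of those 200 genes would be a small part of that rise.

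Unique antisense reads in intron 1 of CG44774 (CG4068.k, chromosome X, 4824099 to 4826580), outside the stretch that the paper discusses, rose from 1.28 RPMM in blank to 16.4 in the CPSF73 knockdown and 7.93 in the Symplekin knockdown (exact permutation p = 0.1 for each, n = 3 libraries per group). Antisense reads in the exons of the same transcript rose as well, and read-through of CG6903 would place them in exon 4, on the side of that gene. Instead 94.0% of the added exon reads in the CPSF73 knockdown and 92.9% in the Symplekin knockdown lay in exon 1, at the far end. Reads shared with a repeat elsewhere in the genome are another candidate explanation for the exons, where unique reads changed 1.17 and 1.13 times with at most 6 reads in a library, too few to settle it or to give a direction (the limma voom log2 fold change of the same reads was -0.40 in the Symplekin knockdown). The intron reads are unique, and no explanation was tested for them.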

How the results depend on the processing

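The alternatives in this part were chosen beforehand, except those said here to have been chosen afterwards. Over the comparisons the passages answer (18 results), 166 alternative values were computed, 34 of them for alternatives chosen afterwards. Of these, 131 kept their direction and side of the threshold, 16 kept the direction and lost the threshold, 1 gained it, 14 changed direction and 4 were counts that moved by more than 1.5 times. Those chosen afterwards account for 25 of the values that kept both, 4 that lost the threshold and 5 that changed direction. Over the genes named (76 results), 715 of 758 values kept both, 22 lost the threshold, 12 gained it and 9 changed direction, and 78 of the 758 were for alternatives chosen afterwards (75 kept both, 1 lost the threshold and 2 gained it). The exact tests of shares cannot pass 0.05 with 3 libraries against 3, so their keeping one side of it shows no stability. The cause of each change below was not tested unless a value is given for it.

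The number of genes changed was 842 for CPSF73 and 455 for Symplekin. It was 3377 and 2320 without the count filter, and 6330 and 5513 with an adjusted p under 0.05 alone. It stayed from 870.0 to 900.0 and from 476 to 480.0 across the 3 fits that each left out a replicate. Without the count filter, the log2 fold changes in the CPSF73 knockdown turned to -0.0018 for Sym, -0.029 for su(f), -0.057 for sop and -0.075 for Act87E, and in the Symplekin knockdown to -0.023 for Cpsf100. With non-unique reads added, Act87E was -0.14 in the CPSF73 knockdown. With each replicate left out, Act87E in the CPSF73 knockdown ran from -0.0096 to 0.071 and Cpsf100 in the Symplekin knockdown from -0.012 to 0.082. With TMM, mir-2a-1 in the CPSF73 knockdown was 0.25 against -0.43.

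The precursors were the least stable in the Symplekin knockdown. The Esi2 precursor (0.014) turned to -0.10 with library size only, -0.081 with unique reads and -0.017 without the filter, and ran from -0.018 to 0.053 with each replicate left out. On the transcript of the small RNAs, chosen after the data had been seen, it was -0.15, and -0.26 with library size only. The Esi1 precursor (0.055) turned to -0.060 with library size only. It lost the threshold at 0.024 without the filter, at 0.055 with the replicate number as a block and at 0.054 with limma-trend (chosen afterwards), and ran from 0.037 to 0.060 with each replicate left out. In the CPSF73 knockdown the Esi1 precursor (-0.072) lost the threshold with library size only (-0.072) and ran from -0.090 to -0.053 with each replicate left out.

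Small RNAs at Esi2 lost the threshold with TMM, at -0.040 for CPSF73 and -0.17 for Symplekin. For Symplekin they ran from -0.44 to -0.28 with each replicate left out, not always past the threshold, and were -0.15 on the transcript of the RNA-seq (chosen afterwards). Uniquely mapped reads alone gave no value for Esi2 small RNAs, since all counts on that transcript were 0. Small RNAs at Esi1 in the CPSF73 knockdown turned to 0.13 with TMM, and lost the threshold at -0.20 with the reads of bantam, mir-184 and the targets left out of the library size (chosen afterwards). In the Symplekin knockdown they passed it at -0.29 with the total reads of Additional file 6 as library size. Antisense reads on CG4068.k (2.53 and 1.46) were 0.17 for CPSF73 and -0.40 for Symplekin with unique reads, and 0.83 for Symplekin on the transcript of the small RNAs (chosen afterwards). The miRNA share, 1.40 and 1.07 times that of blank, turned to 0.902 and 0.942 with unique reads, to 0.960 and 0.954 with unique reads without those at the targeted genes (chosen afterwards), and to 0.945 for Symplekin as a share of the reads used for normalization (chosen afterwards).

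The edgeR test and the DESeq2 alternatives set before the data were examined were not run, because the block layout of the files could not be checked as a count table. Median-of-ratios size factors were used within limma in their place. The alternatives for retroTns were not run, since retroTns are not analysed here. The small RNA depth (122822 to 394640 reads) limits tests to 722 features, and unique antisense reads over Esi2 were too few in RNA-seq to show a change.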

Differences from the paper's values

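The miRNA share of small RNA counts in the CPSF73 knockdown was 1.40 times that of blank, against the paper's value of about 0.84 relative to LacZ in Fig. 4a, read by eye. Of the alternatives set before the data were examined, uniquely mapped reads only gave 0.902, within 1.5 times the paper's value. That share is already 92.4% in blank and could hardly rise, so this setting could not have shown a rise as large as that with all reads. Even a share at its ceiling would have been within that range, so this setting cannot decide whether the gap is closed. The share of the miRNA, non-coding RNA and hairpin counts (1.53) and leaving out each replicate in turn (1.37 to 1.46) were outside that range. As a share of the reads used for normalization, a setting chosen after the values had been seen, the ratio was 1.03, which is within 1.5 times the paper's value. It differs from the ratio of 1.40 only by the counts per read. Those were lower in the CPSF73 libraries (1.74 to 1.85) than in blank (2.25 to 2.56). With uniquely mapped reads without those at the targeted genes, also chosen after the values had been seen, the ratio was 0.960. This is within the same range, with the same limit as for uniquely mapped reads.

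The non-unique share of RNA-seq counts was 60.1% over all 9 libraries, against the paper's 40% of reads in its text. With all transcripts summed, an alternative set before the data were examined, it was 28.5%, which is within 1.5 times the paper's value. With sense plus antisense reads it was 65.4%, which is not. These are unlike measures, because counts include a non-unique read at each transcript it maps to. Summing all transcripts also counts a unique read at each transcript that holds it. The nearness of 28.5% thus does not show that the gap is closed. The blank percentages in Additional file 6 average 42.5%. Against that, the share of 55.2% in blank was within 1.5 times, while with all transcripts summed it was 24.8%, which is not.

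The paper states that Esi1 and Esi2 precursors decrease in both knockdowns. With TMM normalization, the log2 fold changes in the Symplekin knockdown were 0.055 for Esi1 and 0.014 for Esi2 on CG4068.k, and with the number of reads used for normalization as library size they were -0.060 and -0.10. With uniquely mapped reads and TMM, the value on CG4068.k was -0.081 (limma voom adjusted p = 0.0491). On CG4068-LP04693, the transcript with the Esi2 small RNAs, which was compared after the data had been seen, the values were -0.15 with TMM and -0.26 with that library size. In the CPSF73 knockdown the precursors fell under both normalizations, with log2 fold changes of -0.072 at Esi1 and -0.18 on CG4068.k with TMM. The paper proposes that the knockdowns slightly reduce miRNAs. As a share of all counts, miRNAs were 1.40 and 1.07 times blank for CPSF73 and Symplekin, and 0.902 and 0.942 times with unique reads. As a share of the reads used for normalization, chosen afterwards, they were 1.03 and 0.945 times blank. The paper states that the knockdown samples have decreasing amounts of total smRNAs without showing the data, and the number of small RNA reads used for normalization was 1.30 times that of blank for CPSF73 (exact permutation p = 0.3, n = 3 libraries per group) and 1.69 times for Symplekin (exact permutation p = 0.1). That number depends on how much of each library was sequenced and does not measure the amount of smRNA per cell.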

Other observations

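The tests of antisense reads by neighbouring gene and of strand leakage were written before their results were seen, and all other tests in this part were chosen after.

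In the CPSF73 knockdown 842 of 8605 genes changed against blank (584 up and 258 down), and in the Symplekin knockdown 455 (376 up and 79 down), by limma voom with adjusted p under 0.05 and an absolute log2 fold change of at least 1. Of these, 411 changed in both and 410 of them in the same direction. With the replicate number as a block, the counts were 841 and 450.0. The log2 fold changes of the knockdowns correlated across genes (r = 0.89, rho = 0.82), and genes are not independent replicates. Both comparisons share the blank libraries, which by itself makes them agree to an extent that was not measured. Of the 10 splits of the 6 libraries of a comparison, 4 part every same-numbered pair, the real split included. Only 1 of those 4 splits, the real one, gave as many genes in either comparison, and 3 libraries against 3 cannot give a share of splits under 0.05. The other 3 gave 0 genes past the threshold, with 87, 98 and 80 genes at an unadjusted p under 0.05 for CPSF73 (6503 in the real split) and 118, 82 and 78 for Symplekin (5793 in the real split). The 6 remaining splits part 1 pair each and gave 0 genes too, with 48 to 148 genes at an unadjusted p under 0.05 for CPSF73 and 80 to 129 for Symplekin. All splits except the real split put knockdown and blank libraries together in both groups. The difference between them then widens the spread within groups, so these counts were bound to be low and give no chance level. The libraries are technical replicates of one sample per condition, so a difference between cultures and an effect of the knockdown cannot be told apart. The same holds for an effect of treatment with double-stranded RNA, which blank cells did not receive.

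The largest rises in the CPSF73 knockdown were of ci (log2 fold change 5.89), CG14937 (5.07), CG12071 (4.93), CG42266 (4.85) and CG30047 (4.81). Each of these genes had few reads in blank (as few as 10 in a library for CG12071), so the sizes of these changes are imprecise. In the Symplekin knockdown the largest rises were of ci (4.53), CG30047 (4.18), Nos (4.06), CG42266 (3.99) and CG14937 (3.99). Read-through from an upstream gene on the same strand would also count as sense reads, and it was not tested. These rises, and the genes counted as up above, are therefore not shown to be induction of the genes themselves. The largest falls were of Hsp70Bb (-3.69), Hsp26 (-3.63), CG6687 (-3.16), CG33462 (-2.94) and TotM (-2.85) in the CPSF73 knockdown, and of Hsp26 (-3.02), Hsp22 (-2.64) with its joint feature with Hsp67Bb (-2.62), CG1702 (-2.46) and Hsp70Bb (-2.45) in the Symplekin knockdown. Reads of Hsp70Bb may be shared with other Hsp70 genes, and with non-unique reads added its log2 fold changes were -3.69 and -2.69. The lists above hold for unique reads, and with non-unique reads added the value of CG12071 was 3.91 in the CPSF73 knockdown, below that of Nos (4.61), while Hsp70Bb passed Hsp22 (-2.65) in the Symplekin knockdown. Among genes the paper names, Dcr-2 changed by -0.29 and -0.28 and AGO2 by -0.56 and -0.26 in the CPSF73 and Symplekin knockdowns, and Gapdh1 by -0.49 and -0.40.

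WDR33 (CG1109, chromosome 3R, 1486090 to 1491168) rose by 1.47 in the CPSF73 knockdown and 1.40 in the Symplekin knockdown on the log2 scale. Exons 1 to 4 rose 1.86 and 1.66 times, exons 5 to 9 rose 3.74 and 3.21 times, and intron 4 fell to 0.332 and 0.361 times its blank level (exact permutation p = 0.1 for each, n = 3 libraries per group). Exons 5 to 9 thus rose 2.01 and 1.93 times as much as exons 1 to 4. Less 3' end formation within intron 4 is a candidate explanation, but the pattern was noticed in the same reads, so this ratio does not test it independently.

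Antisense reads made up 2.42% ± 0.0369 of the unique RNA-seq reads on genes in blank, 3.60% ± 0.0354 in the CPSF73 knockdown and 2.97% ± 0.0042 in the Symplekin knockdown (SD, n = 3 libraries each). If this came from read-through of convergent neighbours, genes with such an expressed neighbour within 2000 bp would rise more than genes with no opposite-strand transcript within 5000 bp. The difference of the median log2 antisense ratios was 1.52 for CPSF73 (1334 against 431 genes) and 1.20 for Symplekin (1274 against 394 genes), each with p = 0.0001 in a permutation test of 10000 resamples, the smallest p they can give. Strand leakage would show at the 200 most expressed genes far from opposite-strand transcripts. The antisense share there was 0.25041% in blank and 0.34855% in the CPSF73 knockdown, a change of 1.39 times. In the Symplekin knockdown it changed 0.952 times, which goes against leakage. For CPSF73, a part of the rise cannot be told apart from leakage. If leakage is as frequent at other genes, that part is small beside the rise from 2.42% to 3.60% over all genes. Read-through from convergent neighbours remains as a hypothesis for both. The libraries of each condition come from one RNA sample, so a difference between cultures was not tested.

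The fall of Esi small RNAs in RPMM may depend on a few abundant small RNAs taking more of the library. With the reads of bantam, mir-184 and the targeted genes left out of the library size, the log2 fold change of Esi2 was -0.37 in the CPSF73 knockdown (from -0.73) and -0.41 in the Symplekin knockdown (from -0.39), both still past the threshold. That of Esi1 was -0.20 in the CPSF73 knockdown (from -0.56), no longer past the threshold, and -0.31 in the Symplekin knockdown (from -0.29). The call at Esi1 in the CPSF73 knockdown was thus lost, and a part of the fall at Esi2 there remained. In the Symplekin knockdown, taking out these RNAs left both values nearly in place, so it tested nothing about other abundant RNAs. With TMM, which corrects for composition more widely, the Esi2 value was -0.17 for Symplekin and -0.040 for CPSF73, neither past the threshold. For Esi1 and Esi2 in both knockdowns, a real fall and a change of library composition cannot be told apart.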
